# Performance and Metabolic, Inflammatory, and Oxidative Stress-Related Parameters in Early Lactating Dairy Cows with High and Low Hepatic FGF21 Expression

**DOI:** 10.3390/ani13010131

**Published:** 2022-12-29

**Authors:** Denise K. Gessner, Lena M. Sandrock, Erika Most, Christian Koch, Robert Ringseis, Klaus Eder

**Keywords:** dairy cow, fibroblast growth factor 21, early lactation, ER stress

## Abstract

**Simple Summary:**

Studies with rodent models have shown that fibroblast growth factor 21 (FGF21) is a metabolic regulator induced in the liver in response to different stress conditions, such as energy and nutrient deprivation, inflammation, and metabolic disorders. Recently, it has been found that hepatic *FGF21* expression is strongly upregulated in dairy cows during early lactation. However, the function of FGF21 in cows has not yet been established. Therefore, the aim of the present study was to gain knowledge about the physiological role played by FGF21 in cows during this period. To this end, out of 30 cows, 8 cows with the highest hepatic *FGF21* expression were compared to 8 cows with the lowest hepatic *FGF21* expression. Cows with high and low hepatic *FGF21* expression did not differ in milk yield, feed intake, nor energy balance. Transcriptomics screening, targeted plasma metabolomics, and analyses of antioxidant parameters indicated that high hepatic *FGF21* expression was related to endoplasmic reticulum stress and induction of the antioxidative system in the livers of dairy cows. Therefore, the data of this study suggest that FGF21 plays an important role in the adaptation to cellular stress conditions in early lactation when cows are typically confronted with several stress stimuli.

**Abstract:**

Induction of *FGF21* expression in the liver and a significant increase in plasma FGF21 concentration have been demonstrated in cows during early lactation, but knowledge about the function of FGF21 in dairy cows remains limited. In order to improve the understanding of the physiological role of FGF21 in dairy cows, the present study aimed to investigate differences in metabolic pathways between dairy cows with high and low hepatic expression of *FGF21* at week 1 of lactation (*n* = 8/group) by liver transcriptomics, targeted plasma metabolomics, and analysis of inflammatory and oxidative stress-related parameters. Dry matter intake, energy balance, milk yield, and energy-corrected milk yield at days 8–14 postpartum did not differ between cows with high and low hepatic *FGF21* expression. However, cows with high *FGF21* expression showed an upregulation of genes involved in endoplasmic reticulum stress, inflammation, and nuclear factor E2-related factor 2 (Nrf2)-dependent cytoprotection compared to cows with low *FGF21* expression at week 1 postpartum (*p* < 0.05). Concentrations of important antioxidants (tocopherols, β-carotene, and glutathione) in the liver and plasma, trolox equivalent antioxidant capacity in plasma, concentrations of oxidative stress-related compounds (thiobarbituric acid-reactive substances and protein carbonyls), and levels of most acute phase proteins at week 1 postpartum did not differ between cows with high or low *FGF21* expression. Moreover, among a total of >200 metabolites assayed in the plasma, concentrations of only 7 metabolites were different between cows with high or low *FGF21* expression (*p* < 0.05). Overall, the results showed that cows with high and low *FGF21* hepatic expression had only moderate differences in metabolism, but FGF21 might be important in the adaptation of dairy cows to stress conditions during early lactation.

## 1. Introduction

Fibroblast growth factor 21 (FGF21) is a metabolic regulator produced mainly in the liver [1], which is induced in response to multiple stressors, including energy deprivation, amino acid deprivation, exercise, inflammation, and metabolic disorders, such as obesity. As a consequence of these stress conditions, FGF21 has been demonstrated to preferentially stimulate metabolic pathways that play a central role in energy mobilization in human cells and rodent models, such as lipolysis, gluconeogenesis, and ketogenesis [2,3]. This indicates that the physiological function of FGF21 is to act as a stress hormone that aims to increase the availability of energy substrates in order to cope with the energy-consuming stress response [4].

High-yield dairy cows commonly exhibit a pronounced negative energy balance (NEB) and are frequently exposed to different metabolic (e.g., non-esterified fatty acids (NEFA)) and inflammatory stimuli (e.g., bacterial compounds, inflammatory mediators) during the periparturient phase and early lactation [5,6,7,8]. In line with the role of FGF21 as a stress hormone, a dramatic induction of *FGF21* expression in the liver and marked increase in FGF21 concentration in plasma have been reported in cows at the day of parturition and during early lactation [9,10,11,12,13,14]. This suggests that FGF21 plays a particular physiological role during this phase and is involved in the metabolic adaptation to NEB and stress conditions in dairy cows. Induction of the expression of *FGF21* in the liver of dairy cows at the day of parturition and in the early lactation period is likely caused by increased hepatic uptake of NEFA released from white adipose tissue (WAT) into circulation, because NEFA are potent ligands of peroxisome proliferator-activated receptor α (PPARα), which acts as a transcriptional regulator of *FGF21* [2,15]. Likewise, overfeeding during the dry period, which stimulates lipolysis in WAT and thus increases NEFA levels in plasma during the postpartum phase, causes an increase in FGF21 plasma concentrations in dairy cows [12,16,17]. In addition, evidence indicates that different cellular stress conditions, such as endoplasmic reticulum (ER) stress or inflammation, which frequently occur in the livers of cows during early lactation, cause the induction of hepatic *FGF21* expression [18,19]. In agreement with this, supplementation of polyphenols reduces not only hepatic ER stress but also the expression of *FGF21* in the liver of dairy cows during the first week of lactation [20,21,22].

Several studies with obese and diabetic mouse models have consistently demonstrated that administration of murine or human recombinant FGF21 reduces the fat mass of the body and hepatic fat content by increasing energy expenditure in WAT and brown adipose tissue [23,24,25], increasing the rate of β-oxidation of fatty acids, and reducing the rate of de novo-fatty acid synthesis [26]. In addition, exogenous application of FGF21 to mice administered a high-fat diet improved oral glucose tolerance and insulin sensitivity [27] due to increased secretion of adiponectin from WAT [28]. Moreover, application of FGF21 improved the profile of plasma lipids (decline of low-density lipoprotein cholesterol and triacylglycerols, elevation of high-density lipoprotein cholesterol). While the function of FGF21 in pathologic rodent models has been extensively studied, knowledge about the function of FGF21 in dairy cows is limited, despite existing reports about the factors underlying induction of *FGF21* expression in dairy cows [29].

Thus, in order to improve the understanding of the physiological function of FGF21 in dairy cows, the present study aimed to explore metabolic differences between high-yield dairy cows differing in their hepatic expression level of *FGF21* (high vs. low hepatic *FGF21* expression) in the early postpartum phase using liver transcriptomics, targeted plasma metabolomics, and supplemental analysis of parameters related to inflammation, the antioxidant system, and the occurrence of oxidative stress. 

## 2. Materials and Methods

### 2.1. Animal Experiment

An experiment with 30 Holstein cows with an average parity of 3.06 (±1.27, SD), average body weight of 772 (±75, SD) kg at week 3 antepartum, and milk yield of 10,470 kg in the previous 305-day lactation period was carried out. All procedures described in this study were performed according to the German Animal Welfare Act. The experimental protocol was approved by the official authorities (Provincial Government of Coblenz, Germany, approval number 23 177–07/G15–20–040). The cows were fed a total mixed ration (TMR), as recently described [30]. The TMR offered during the dry period was composed to meet the requirement of crude protein (CP) and net energy of a cow with a body weight of 650 kg and daily dry matter intake of 12 kg. The TMR offered to the cows after parturition was composed to meet the requirement for CP and net energy for a daily milk yield of 34 kg milk, assuming a daily dry matter intake of 22 kg. Feed components were analyzed according to official protocols for feed analysis [31]. Neutral detergent fiber (NDF) and acid detergent fiber (ADF) were analyzed according to the Van Soest method [32]. The net energy lactation (NEL) of the TMR was calculated according to Gesellschaft für Ernährungsphysiologie (GfE) [33]. 

The TMR fed during the dry period contained (per kg DM): 6.5 MJ NEL, 140 g CP, and 383 g NDF; the TMR fed during lactation contained (per kg DM): 6.8 MJ NEL, 166 g CP, and 356 g NDF. The feed intake of the individual cows was recorded using an electronic feeding system (Roughage Intake Control, Insentec B.V., Marknesse, the Netherlands) from day 5 after parturition. 

Within the whole group of 30 cows, 5 cows had to be medically treated due to the occurrence of either mastitis (3 cases), ketosis (1 case), or hypocalcemia (1 case). Among the remaining 25 cows that were not medically treated, 8 cows with the lowest hepatic expression of *FGF21* and 8 cows with the highest *FGF21* expression at week 1 postpartum were selected for further analysis. Thus, *FGF21* expression in the cows was not considered to be influenced by either disease or medical treatment. According to gene expression analysis using GeneChip microarray profiling, the hepatic *FGF21* mRNA level was 4.23-fold higher in the group with high hepatic *FGF21* expression than in the group with low hepatic *FGF21* expression. 

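*FGF21*, a hormone that the liver releases into blood and that acts on energy metabolism, averaged 7.28 ± 0.82 (mean ± SD, n = 8) on the log2 scale of the arrays in the cows of the *FGF21* high group and 5.20 ± 0.30 (n = 8) in the cows of the *FGF21* low group, all sampled at week 1 postpartum. The log2 fold change was 2.08 with a standard error of 0.26, which is 4.23-fold. Every cow of the *FGF21* high group lay above every cow of the *FGF21* low group, with values from 6.16 to 8.69 against 4.78 to 5.51. The array annotation places the gene on chromosome 18 from 55834675 to 55836133, in a genome build that is not given in the sources used here. The 8 highest and the 8 lowest animals were chosen for their hepatic *FGF21* expression, so the difference describes how far the groups were set apart and is no test of the gene. Fits that left out 1 cow each gave 3.68-fold to 4.73-fold.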

Based on the results of qPCR analysis, the hepatic *FGF21* expression was 16-fold higher in the group with high hepatic *FGF21* expression than in the group with low hepatic *FGF21* expression. 

### 2.2. Blood and Liver Biopsy Sampling

Blood and liver biopsy samples were taken 2 weeks (12–16 days) before the expected calving date, and at week 1 (days 6–12), week 4 (days 25–32), and week 7 (days 46–52) postpartum. Blood sampling was performed from *V. caudalis mediana* into EDTA-containing vacutainers (S-Monovette 9 mL, Sarstedt, Nümbrecht, Germany) and kept on ice following centrifugation to obtain plasma samples, which were then stored at −80 °C pending analysis. Liver biopsy samples were taken under local anesthesia, as previously described in detail [21]. After removal, the liver biopsy samples were immediately snap-frozen in liquid nitrogen and thereafter stored at −80 °C pending analysis. 

### 2.3. Analysis of Plasma and Liver Samples 

Concentrations of albumin, β-hydroxybutyrate (BHBA), NEFA, total cholesterol, and triacylglycerols (TAG) in plasma were determined using enzymatic reagent kits (Fluitest® ALB, Analyticon, Lichtenfels, Germany; BHBA Assay, Code No. 417–73501, Wako Chemicals GmbH, Neuss, Germany; NEFA Assay, Code No. 436–91995, Wako Chemicals; Fluitest® Chol, Analyticon; Fluitest® TG, Analyticon, Lichtenfels, Germany). Plasma concentrations of haptoglobin (HP), retinol binding protein 4 (RBP4), and serum amyloid A (SAA) were assayed using commercial ELISA kits (EB0011, EB0929b, and EB0015, respectively, Hölzel, Cologne, Germany).

For determination of lipid concentrations in the liver biopsy samples, the lipids were extracted with a mixture of hexane and isopropanol (3:2, *v*/*v*) [34]. Aliquots of the lipid extracts were evaporated. The dried lipids were dissolved in detergent (Triton X-100) [35] and the concentrations of cholesterol and TAG were analyzed using enzymatic reagent kits (Fluitest® CHOL, Fluitest® TG, Analyticon, Lichtenfels, Germany). 

### 2.4. Parameters of Antioxidant Status

The trolox equivalent antioxidative capacity (TEAC) was determined according to the method described by Re et al. [36]. Concentrations of α-tocopherol and β-carotene in the plasma were analyzed by high performance-liquid chromatography according to the method of Balz et al. [37] with slight modifications, as recently described [21]. The plasma concentration of thiobarbituric acid-reactive substances (TBARS) was measured using the method described by Sidwell et al. [38]. The concentration of protein carbonyls in the plasma was measured using the method of Levine et al. [39]. This assay was based on the derivatization of carbonyls with 2,4-dinitrophenylhydrazine (DNPH) to dinitrophenylhydrazone adducts, the extinction of which was proportional to carbonyl content in the sample. The plasma concentration of total glutathione (GSH) was determined by spectrophotometry according to the methods of Tietze [40] and Griffith et al. [41] with slight modifications, as described recently [42]. 

### 2.5. Hepatic GeneChip Microarray Profiling

For this investigation, total RNA was obtained from liver samples taken at week 1 postpartum from 30 cows. Total RNA was extracted as recently described [30]. Processing of total RNA samples was carried out at an Affymetrix service provider, as previously described [22]. The RNA integrity number (RIN) value for all samples was 6.02 ± 0.54 (mean ± SD). In order to identify differentially regulated genes and pathways among animals with the highest and lowest hepatic *FGF21* gene expression, 8 animals with the highest hepatic *FGF21* expression were assigned to the “*FGF21* high” group and 8 animals with the lowest hepatic *FGF21* expression were assigned to the “*FGF21* low” group. Differentially expressed transcripts between the high and low *FGF21* groups were selected based on two filter criteria (fold change (FC) > 1.2 or > −1.2; *p*-value of unpaired Student’s *t*-test < 0.05). Biological meaning from the differentially expressed transcripts was extracted by gene set enrichment analysis (GSEA), as previously described [22], using the DAVID 6.8 bioinformatic resource [43]. The microarray data were deposited in the NCBI Gene Expression Omnibus (GEO accession no: GSE218916).

### 2.6. RNA Extraction and Real-Time Quantitative Polymerase Chain Reaction (qPCR)

The microarray data were validated by qPCR for 25 differentially expressed mRNAs (Supplementary Table S1). Total RNA was subjected to cDNA synthesis and qPCR analysis, as recently described in detail [30]. Primer features are shown in Supplementary Table S2. Calculation of Ct values and normalization of relative gene expression were performed as recently described [22]. The individual GeNorm normalization factor was calculated based on the expression of the three most stable reference genes tested (eukaryotic translation elongation factor 1 alpha 1, H3.3 histone A, and ribosomal protein L12), according to Vandesompele et al. [44]. The presence of a single PCR product was verified by melting curve analysis performed from 50 to 95 °C. The size of the amplified PCR products was checked by agarose gel electrophoresis, as recently described [30]. 

### 2.7. Targeted Metabolite Screening

The concentrations of selected metabolites from different compound classes [21 amino acids, 21 amino acid metabolites, 40 carnitine species, 17 eicosanoids and other oxidation products of polyunsaturated fatty acids (PUFA), 14 lysophosphatidylcholines, 17 oxysterols, 76 phosphatidylcholines, 15 sphingomyelins, and the sum of hexoses] in the plasma of blood samples taken at week 1 postpartum were analyzed using three commercial kits (Absolute/DQ p180 kit, Eicosanoid Assay, and Oxysterol Assay, Biocrates Life Science, Innsbruck, Austria). 

### 2.8. Statistical Analysis

The data were statistically analyzed using the IBM SPSS Statistics v27 software (IBM, Armonk, NY, USA). Normal distribution and homoscedasticity of data were tested by the Shapiro–Wilk test and Levene’s test. Differences between the high and low *FGF21* groups were detected using Student’s *t*-test for normally distributed and homoscedastic data and Welch’s *t*-test for normally distributed and heteroscedastic data. The Kruskal–Wallis test was used for not normally distributed data. Means were considered significantly different for *p* < 0.05. 

## 3. Results

### 3.1. Hepatic FGF21 Expression

Figure 1 shows the relative hepatic gene expression levels of *FGF21* in the cows of the group with low *FGF21* expression and those with high *FGF21* expression at week 2 antepartum and weeks 1, 4, and 7 postpartum, as analyzed by qPCR. In the group with low *FGF21* expression, there was only a moderate increase in *FGF21* expression from week 2 antepartum to week 1 postpartum. In this group, hepatic *FGF21* expression did not decline from week 1 postpartum to weeks 4 and 7 postpartum. In the group with high *FGF21* expression, there was a dramatic increase in *FGF21* expression from week 2 antepartum to week 1 postpartum. Thereafter, *FGF21* expression strongly declined to levels that remained higher than the level at week 2 antepartum. At week 2 antepartum and weeks 4 and 7 postpartum, expression levels of *FGF21* in the liver did not differ between the two groups, but they differed markedly at week 1 postpartum.

### 3.2. Parity and Body Weights of the Cows

The 8 cows with low hepatic *FGF21* expression had an average parity of 2.25 (±0.47, SD), while the 8 cows with high hepatic *FGF21* expression had an average parity of 2.88 (±1.25, SD). The body weights of the two groups did not differ at week 2 antepartum [724 ± 30 (SD) kg for the cows with low hepatic *FGF21* expression, 759 ± 78 (SD) kg for the cows with high hepatic *FGF21* expression], week 1 postpartum [614 ± 35 (SD) kg for the cows with low hepatic *FGF21* expression, 648 ± 54 (SD) kg for the cows with high hepatic *FGF21* expression], week 4 postpartum [589 ± 48 (SD) kg for the cows with low hepatic *FGF21* expression, 642 ± 102 (SD) kg for the cows with high FGF21 hepatic expression], and week 7 postpartum [612 ± 45 (SD) kg for the cows with low hepatic *FGF21* expression, 665 ± 78 (SD) kg for the cows with high hepatic *FGF21* expression]. Body weight changes within the period from week 2 antepartum to week 7 postpartum also did not differ between the two groups.

### 3.3. Feed Intake, Energy Balance and Milk Production

Body weights, dry matter and net energy intake, energy balance, milk yield, and ECM at days 8–14 of lactation did not differ between cows with high and low hepatic *FGF21* expression (Table 1).

### 3.4. Metabolic Parameters in Plasma and Liver

Concentrations of NEFA, BHBA, TAG, and cholesterol in plasma at week 1 postpartum did not differ between cows with high and low hepatic *FGF21* expression (Table 2). Hepatic concentrations of TAG and cholesterol also did not differ between the two groups (Table 2).

### 3.5. Identification of Differentially Expressed Hepatic Genes

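Liver RNA of 16 multiparous Holstein cows at week 1 postpartum was hybridized to 1 Affymetrix whole-transcript array per cow, 8 from the *FGF21* high group and 8 from the *FGF21* low group. Each array gave a log2 signal for 20421 transcript clusters, which are sets of probes for a gene or a transcript. They carry 20011 gene symbols, 3118 of them provisional symbols that start with LOC. The authors' service provider corrected the signals for background, normalized them between arrays and summarized the probes by robust multichip average with a signal space transformation, and the deposited values are these log2 signals. Arrays have no read depth, and their number limits the precision. The median log2 signal of an array was 6.25 to 6.31 in the *FGF21* high group and 6.26 to 6.34 in the *FGF21* low group. From the deposited values on, the groups were compared transcript by transcript with limma, with p adjusted over all 20421 transcripts by the method of Benjamini and Hochberg. The paper's 2 filter criteria were applied to limma's p without adjustment and to a fold change above 1.2 taken from the difference of the log2 means. Single genes were also compared by a two-sided exact permutation test over all ways of assigning 8 against 8, which gives no p below 0.00016. For a gene with several transcript clusters, the one with the highest mean signal stood for it in gene lists. Before the data were examined, 39 lists of genes were fixed, among them those of Tables 3 and 4, pathways and markers of liver cell types. The paper's results were known by then. Several lists hold genes or themes that it reports from these cows, so those are not independent evidence. Each list was tested for a shift in 1 direction with fry, the rotation test in limma, and adjusted over the 39 lists. *FGF21* was kept out of every list because the cows were chosen by it. In simulated data of the same size, a 1.5-fold change was found for 88 percent of 200 changed genes after adjustment, and a 1.2-fold change for 1 percent. Noise was drawn independently for each gene, so variation that genes share was not simulated. These shares are averages over genes and do not hold for a gene that spreads widely between cows. *MT1E*, 3.58-fold higher, had an adjusted p of 0.509 by limma.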

According to the two filter criteria, a total of 410 transcripts were identified as differentially expressed between cows with high and low hepatic *FGF21* expression (Figure 2). Among these genes, 190 were upregulated and 220 were downregulated. 

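Besides *FGF21*, 5 transcripts differed between the groups at an adjusted p under 0.05 from limma, 3 of them higher and 2 lower in the *FGF21* high group. *CITED4*, a coregulator of transcription, rose by 0.44 on the log2 scale (standard error 0.07, adjusted p = 0.0339). *INHBE*, an activin subunit made mainly in the liver, rose by 0.78 (standard error 0.14, adjusted p = 0.0440). The third higher transcript was that of *SLC22A7*, a transporter of organic anions. *PDK4*, a kinase that inhibits the pyruvate dehydrogenase complex, fell by 0.95 (standard error 0.14, adjusted p = 0.0121). The other lower transcript was that of *GLS2*, the glutaminase of the liver, in which low replicate 3 lay at 10.21 against 9.35 to 9.73 in the other cows of its group. For each of these genes all 8 cows of the *FGF21* high group lay on the same side of the mean of the *FGF21* low group. *PDK4* lies on chromosome 4, *CITED4* on chromosome 3, and *INHBE* and *GLS2* on chromosome 5. When *FGF21*, which chose the cows, was left out before adjustment, a choice made after the data were seen, 4 of the 5 passed and *INHBE* did not. At a p under 0.05 without adjustment 1515 transcripts differed, 591 higher and 924 lower, and 579 of them also exceeded a 1.2-fold change, 264 higher and 315 lower. The values of the 2 groups did not overlap in 11 transcripts, or in 10 without *FGF21*, which chose the cows, where chance gives 0.0155 percent of transcripts, or 3.17. The methods' t-test on the same values gave 0 transcripts after adjustment, 1464 without adjustment and 444 with the fold change, of which 203 were higher and 241 lower. With Welch's test these counts were 0, 1396 and 429. After quantile normalization was applied again, 298 transcripts met both criteria as higher and 229 as lower. Of 16 fits that left out 1 cow each, *PDK4* passed in all 16 (adjusted p = 0.00189 to 0.0458), *CITED4* in 4 (adjusted p = 0.0265 to 0.107, passing without high replicate 1 and low replicates 3, 7 and 8) and *INHBE* in 4 (adjusted p = 0.0212 to 0.142, passing without high replicates 2 and 3 and low replicates 3 and 5). The number of transcripts past the adjusted threshold was 2 without high replicates 5, 6 or 8 or low replicates 2 or 6, 3 without low replicates 1 or 4, 2 with the replicate number as a block, and 1 without the 4 arrays with the widest spread, a choice made after the data were seen.

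**Figure D1:**
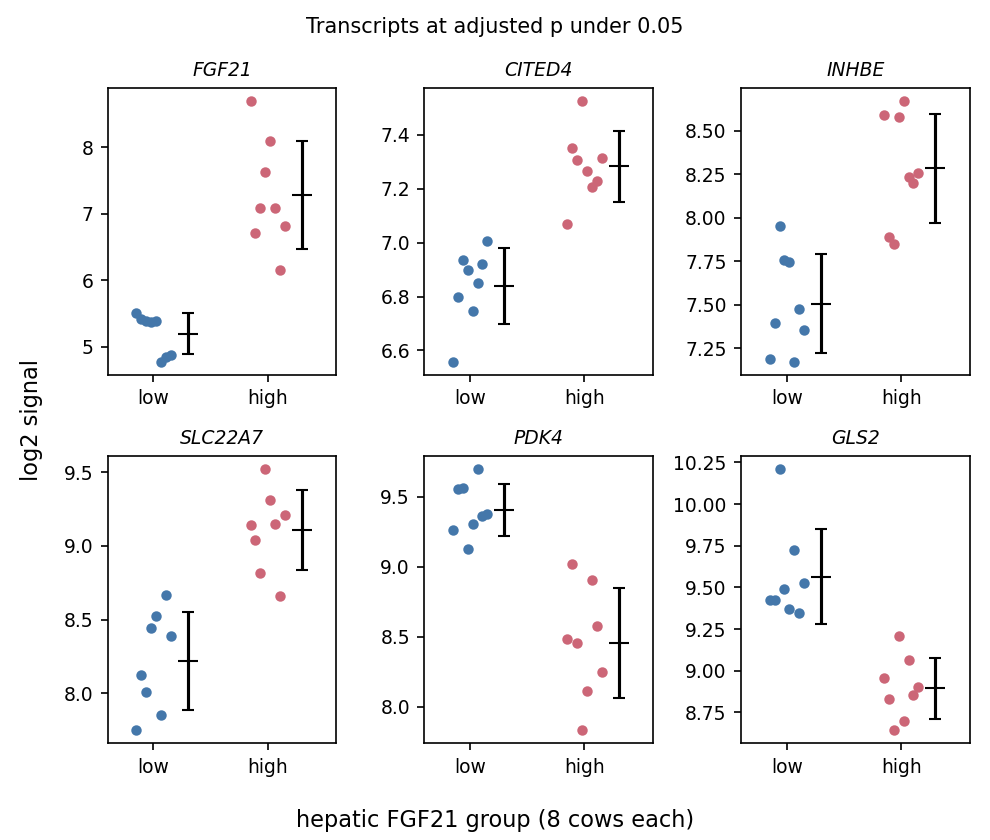
Log2 signal of the 6 transcripts at an adjusted p under 0.05 from limma, with 1 point per cow and the mean ± SD of the 8 cows per group beside the points. *FGF21*, *CITED4*, *INHBE* and *SLC22A7* lie higher and *PDK4* and *GLS2* lower in the *FGF21* high group.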

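Of the 264 higher transcripts, 5 exceeded a 2.0-fold difference: *FGF21*, both transcript clusters of *MT1E*, and those of *MT1A* and *GPX3*. *MT1E* and *MT1A* are metallothioneins, small cysteine-rich proteins that bind zinc and copper, and *GPX3* is the glutathione peroxidase of plasma. The *MT1E* cluster with the stronger signal averaged 11.10 ± 0.81 (SD, n = 8) in the *FGF21* high group and 9.26 ± 1.84 (n = 8) in the *FGF21* low group. *MT1A* averaged 12.11 ± 0.68 against 10.71 ± 1.29, and *GPX3* 10.63 ± 1.24 against 9.09 ± 1.55. Signals of *MT1A* and of the stronger *MT1E* cluster spread more widely among the cows of the *FGF21* low group. The weaker *MT1E* cluster did not, with an SD of 1.02 in the *FGF21* high group and 0.89 in the *FGF21* low group. The ranges of the groups overlapped in all 4 clusters. The microRNA transcript *MIR708* followed at 1.996-fold.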

Amongst the upregulated genes, only six transcripts were regulated > 2.0-fold. 

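Metallothioneins, *GPX3*, a metalloreductase, an anion transporter and a kinase were among the most strongly higher transcripts besides *FGF21*. *MT1E* was higher by 1.84 (standard error 0.60) in the stronger cluster, with all 8 cows of the *FGF21* high group above the mean of the *FGF21* low group (exact permutation p = 0.0215), and by 1.08 (standard error 0.40) in the weaker cluster, with 6 of 8 cows (exact permutation p = 0.0424). *GPX3* was higher by 1.54 (standard error 0.59, 6 of 8 cows, exact permutation p = 0.0493) and *MT1A* by 1.403 (standard error 0.44, 8 of 8 cows, exact permutation p = 0.0185). *MIR708* was higher by 1.00 (standard error 0.30) in 7 of 8 cows. *STEAP4*, which reduces iron and copper for uptake, had a log2 fold change of 0.96 (standard error 0.37), and *MT2A*, another metallothionein, one of 0.92 (standard error 0.36, exact permutation p = 0.0502). *SLC22A7*, which carries organic anions into hepatocytes, rose by 0.89 (standard error 0.14, adjusted p = 0.0189) in all 8 cows and lies on chromosome 23. *STK39*, a kinase that regulates ion transporters, had a log2 fold change of 0.855 (standard error 0.21, exact permutation p = 0.0028, adjusted p = 0.237 from limma), and high replicate 2 lay at 6.71 where the other cows of its group lay between 7.42 and 7.94. Apart from *FGF21* and *SLC22A7*, these transcripts had adjusted p values from 0.237 to 0.580 by limma. *SLC22A7* passed in 11 of 16 fits that left out 1 cow each (adjusted p = 0.00725 to 0.0659) and did not without high replicates 5, 6 or 8 or low replicates 2 or 6.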

The top 10 upregulated transcripts in the cows with high vs. low hepatic *FGF21* expression were (FC in brackets): *FGF21* (4.23), *MT1E* (3.58), *GPX3* (2.90), *MT1A* (2.64), *MT1E* (2.11), *MIR708* (2.00), *STEAP4* (1.94), *MT2A* (1.89), *SLC22A7* (1.85), and *STK39* (1.81). None of the downregulated transcripts were regulated < −2.0-fold. The top 10 downregulated transcripts in the cows with high vs. low *FGF21* hepatic expression were (FC in brackets): *PDK4* (−1.93), *HAL* (−1.91), *MFSD2A* (−1.89), *LPIN1* (−1.77), *GSTM2* (−1.75), *GSTM1* (−1.68), *ASCL1* (−1.64), *ERRFI1* (−1.60), *GLS2* (−1.59), and *VWA3B* (−1.58). 

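Genes of histidine and glutamine breakdown, of lipid transport and of glutathione conjugation were among the most strongly lower transcripts besides *PDK4*. *HAL*, which starts histidine breakdown, had a log2 fold change of -0.93 (standard error 0.21, exact permutation p = 0.00249, adjusted p = 0.201 from limma), with all 8 cows of the *FGF21* high group below the mean of the *FGF21* low group. *MFSD2A*, a transporter of lysophospholipids, had one of -0.92 (standard error 0.21, exact permutation p = 0.000466), and *LPIN1*, a phosphatase of triacylglycerol synthesis, one of -0.82 (standard error 0.24, exact permutation p = 0.00202), each in 8 of 8 cows. The glutathione transferases *GSTM2* and *GSTM1* had log2 fold changes of -0.81 and, in the 2 clusters of *GSTM1*, of -0.41 and -0.75 (exact permutation p = 0.0288 and 0.00637). In the stronger *GSTM1* cluster high replicate 5 lay at 10.33 against 11.27 to 12.11 in the other cows of its group, and in the weaker one low replicate 4 lay at 10.52 against 8.95 to 9.52. *ERRFI1*, an inhibitor of the epidermal growth factor receptor, had a log2 fold change of -0.68, and *VWA3B* one of -0.66, each lower in 7 of 8 cows. *GLS2* fell by 0.67 (standard error 0.11, adjusted p = 0.0339) in 8 of 8 cows. Apart from *PDK4* and *GLS2*, the adjusted p of these transcripts was 0.201 to 0.629 by limma. *GLS2* passed in 4 of 16 fits that left out 1 cow each (adjusted p = 0.0212 to 0.107), namely without high replicate 4 and low replicates 3, 5 or 7.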

Supplementary Table S3 shows the FC and *p*-values of all transcripts that were differentially expressed between cows with high and low *FGF21* expression.

### 3.6. Technical Validation of Microarray Data for Selected Differentially Expressed Hepatic Genes

The microarray data of 25 transcripts that were expressed differentially were validated by qPCR. Supplementary Table S1 demonstrates that the effect direction (positive or negative FC) could be confirmed by qPCR for all of these transcripts. The effect size (value of FC) differed to some extent for the transcripts validated by microarray and qPCR. Statistical analysis of the qPCR data revealed that 17 of the validated transcripts were significantly regulated (*p* < 0.05). The remaining transcripts were not significantly regulated (*p* ≥ 0.05).

### 3.7. Identification of Biological Processes and Pathways Affected by the Differentially Expressed Hepatic Genes

GSEA of the differentially upregulated transcripts between cows with high and low *FGF21* expression revealed that the most enriched biological process terms included intrinsic apoptotic signaling pathway in response to ER stress, endoplasmic reticulum calcium ion homeostasis, positive regulation of I-kappaB kinase/NF-kappaB signaling, and positive regulation of proteasomal ubiquitin-dependent protein catabolic process, among others (*p* < 0.05, Figure 3a). 

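Among higher transcripts, the acute-phase response was the term of the array annotation with the smallest p, with 4 of its 13 symbols (*LBP*, *SAA2*, *SAA4* and *LOC104968478*) against 0.20 expected by chance (adjusted p = 0.0541, one-sided Fisher's exact test). *LBP* binds bacterial lipopolysaccharide, and *SAA2* and *SAA4* encode serum amyloid A proteins. Positive regulation of I-kappaB kinase/NF-kappaB signaling held 4 of 57 symbols, *IL1B*, *LITAF*, *PLK2* and *SLC20A1* (p = 0.0116 before adjustment, Fisher's exact test). Positive regulation of proteasomal ubiquitin-dependent protein catabolism held 2 of 17, *RNF144B* and *ZFAND2A* (p = 0.0278, Fisher's exact test). No term on ER stress or ER calcium was among the 34 terms at a p under 0.05. *FGF21*, which the paper counts among its ER stress genes, was left out of the term test. Whether the paper's ER terms were among those tested is not given here, so this is no test of them. In all, 158 higher symbols were tested against 10206 annotated symbols over 1526 terms, and Fisher's exact test called 0 terms after adjustment. It also called 0 terms, with 33 at a p under 0.05, against a background of symbols with a signal above the median, and 0, with 53, without the fold change threshold. Of 40 transcripts whose symbol marks a proteasome subunit, 0 were higher at a p under 0.05 without adjustment and 1 was lower, *PSMC3IP* (log2 fold change -0.19), a recombination protein whose symbol only shares the prefix. Their median log2 fold change was -0.00, their mean 0.00, and fry gave an adjusted p of 0.998. The term tables of DAVID were not used here, and the terms are those of the array annotation.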

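Among the lower transcripts, Fisher's exact test picked out terms of the urea cycle, of the response to hormones and of smell, in a number that chance could also give. The urea cycle term held 3 of its 6 annotated symbols, *ARG1*, *ARG2* and *OTC*, against 0.09 expected by chance (adjusted p = 0.0219, one-sided Fisher's exact test). *ARG1* and *ARG2* are arginases, which release urea from arginine, and *OTC* joins ornithine with carbamoyl phosphate. Cellular response to hormone stimulus held 4 of 15, namely the vasopressin receptor *AVPR1A*, the orexin receptor *HCRTR2*, the suppressor of growth hormone signaling *SOCS2* and *LOC537188* (adjusted p = 0.0219). Response to stimulus held 19 of 322, and detection of smell and perception of smell held 17 of 262 and 17 of 266, each at an adjusted p of 0.000402 and filled mainly with olfactory receptors. These 5 terms passed among 1526, tested with 159 lower symbols, and 13 of 100 splits of the cows into 8 and 8 gave as many terms. Against only symbols with a signal above the median, Fisher's exact test called 0 terms, with 17 at a p under 0.05, and without the fold change threshold it called 3.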

The most enriched biological process terms assigned to the downregulated transcripts between cows with high and low hepatic *FGF21* expression included arginine metabolic process, regulation of acetyl-CoA biosynthetic process from pyruvate, fatty acid catabolic process, and histidine catabolic process to glutamate and formamide, among others (*p* < 0.05, Figure 3b). The enriched KEGG pathways associated with the upregulated transcripts between cows with high and low hepatic *FGF21* expression included mineral absorption and protein processing in the ER, among others (*p* < 0.05, Figure 3c). 

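Metallothioneins and zinc transporters were higher in the *FGF21* high group as a list by fry (median log2 fold change 0.38, adjusted p = 0.0383), though not with an estimated correlation (adjusted p = 0.0837 with an estimated correlation). Genes of protein folding in the ER did not pass as a list. Of 8 genes of metallothioneins and zinc transport, 5 were higher and 1 was lower at a p under 0.05 without adjustment from limma, 0 at an adjusted p over all genes and 5 higher when adjusted over the list alone. Besides *MT1E*, *MT1A* and *MT2A*, these were *SLC39A14*, which imports zinc, iron and manganese (log2 fold change 0.47, standard error 0.10, exact permutation p = 0.00171, higher in 7 of 8 cows), and *SLC30A1*, which exports zinc (0.28, standard error 0.09, exact permutation p = 0.0014, higher in 8 of 8). The lower member was *MT4*, a metallothionein of skin. The other two had no p under 0.05. The metallothioneins were in the list because the paper names them from these cows, so their count is not independent evidence. In the same cows all 9 measured markers of endothelial cells had a positive log2 fold change. Of 28 ER chaperones and genes of ER-associated degradation, 8 were higher and none was lower at a p under 0.05 without adjustment. None passed when adjusted over all genes or over the list alone, with a median of 0.19 (adjusted p = 0.312 by fry). This list, too, holds genes that the paper names from these cows, such as *HSPA5* and *HERPUD1*. *CRELD2*, a cofactor of folding, had a log2 fold change of 0.49 (exact permutation p = 0.0155) and *SEL1L*, a part of the degradation machinery, one of 0.26 (exact permutation p = 0.0149). Among fits that left out 1 cow each, the list of metallothioneins and zinc transport passed in 4 of 16, without high replicates 2 or 7 or low replicates 2 or 8 (adjusted p = 0.0209 to 0.0933). It passed in 5 of 10 other settings chosen in advance (adjusted p = 4.28e-05 to 0.147). The 5 include the same signals rounded, which is no separate check, and a test with a preset correlation, which gave the smallest adjusted p. The assignment of genes to KEGG pathways was not used here.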

The most enriched KEGG pathways associated with the downregulated transcripts included olfactory transduction, metabolism of xenobiotics by cytochrome P450, and arginine biosynthesis (Figure 3d).

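Enzymes that convert foreign compounds were lower in the *FGF21* high group as a list by fry (median log2 fold change -0.14, adjusted p = 0.0383), though not with an estimated correlation (adjusted p = 0.0975 with an estimated correlation). The share of olfactory receptors among the lower transcripts did not set these groups apart from other groupings of the cows. Of 992 transcript clusters of olfactory receptors, 46 were among the 315 lower transcripts, an odds ratio of 3.46 (p = 2.34e-11, one-sided Fisher's exact test), and 11 were among the 264 higher ones, an odds ratio of 0.85 (p = 0.741, one-sided Fisher's exact test). Of 100 splits of the 16 cows into 8 and 8, however, 78 gave an odds ratio as large in either direction, so the p of the lower transcripts is no evidence of a difference between these groups. Their signals were dim, with a median of 3.79 against 6.28 for all transcripts, and 96.3 percent lay at or below that median. *OR51E1*, a receptor also found outside the nose, had a log2 fold change of -0.33 (exact permutation p = 0.000622). As a list of 968 genes the olfactory receptors had a median log2 fold change of -0.04 and an adjusted p of 0.364 by fry, with 70 lower and 19 higher at a p under 0.05 without adjustment. Of 23 measured genes of xenobiotic metabolism, a theme that the paper names from these cows, so that their count is not independent evidence, 5 were lower and none was higher at a p under 0.05 without adjustment from limma, 0 when adjusted over all genes and 2 lower when adjusted over the list alone. They were the alcohol dehydrogenase *ADH4* (log2 fold change -0.39, exact permutation p = 0.00404, lower in 8 of 8 cows) and the glutathione transferases *GSTM1*, *GSTM2*, *GSTA2* and *GSTA4* (-0.43). No cytochrome P450 gene of the list was among them. Markers of endothelial cells were higher in the same cows as a list by fry (adjusted p = 0.0383), though not with an estimated correlation (adjusted p = 0.0665). Of 9 measured markers, 2 were higher at a p under 0.05 without adjustment from limma and 0 after adjustment. *LYVE1* of the liver sinusoids had a log2 fold change of 0.38 (exact permutation p = 0.018). The xenobiotic list passed in 4 of 16 fits that left out 1 cow each, without high replicates 2 or 7 or low replicates 2 or 8 (adjusted p = 0.0209 to 0.0848). It also passed in 5 of 10 other settings chosen in advance (adjusted p = 0.000223 to 0.131). Among those 5 are the same signals rounded, which is no separate check, and a test with a preset correlation, which gave the smallest adjusted p.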

### 3.8. Hepatic Expression of Genes Involved in Energy Metabolism

To evaluate differences in energy metabolism between cows with high and low hepatic *FGF21* expression, the microarray data were selected for 18 genes involved in mitochondrial and peroxisomal β-oxidation and mitochondrial fatty acid import (*CPT1A, CPT1B, SLC25A20/CACT, ACOX1, ACADS, ACADM, ACADL, ACADVL, ECH1, ECHS1, HADHA, EHHADH, HADH, HADHB, ACAA1, ACAA2, HSD17B4, ACADSB*); 18 genes associated with gluconeogenesis (*PCK1, PCK2, ENO1 to 4, PGAM1, PGAM2, BPGM, PGK1, PGK2, GAPDH, TPI1, ALDOC, ALDOA, ALDOB, FBP1, FBP2);* 8 genes associated with ketogenesis *(ACAT1, ACAT2, HMGCS1, HMGCS2, HMGCL, HMGCLL1, BDH1, BDH2);* and 12 genes associated with the tricarboxylic acid cycle *(ACO1, ACO2, CS, DLD, DLST, FH, IDH1, IDH2, IDH3A, IDH3B, IDH3G, MDH1, MDH2, OGDH, OGDHL, SDHA, SDHB, SDHC, SDHD*; *SUCLG1, SUCLG2) (*Table 3). 

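Genes of energy metabolism showed small differences in both directions, and fry called none of the 4 lists. Of 18 genes of β-oxidation and fatty acid import, 3 were lower and none was higher at a p under 0.05 without adjustment from limma: *HADH* (log2 fold change -0.25, exact permutation p = 0.00792), *ACAA2* (-0.18) and *HSD17B4* (-0.15), enzymes of the last steps of fatty acid breakdown. *EHHADH*, a peroxisomal enzyme, had one of -0.14 (limma p = 0.0560, exact permutation p = 0.0308). Of 18 genes of gluconeogenesis, 1 was higher, *ENO4* (0.21), and 3 were lower, among them *ENO2* (-0.28) and *FBP1*. Of 8 genes of ketogenesis, limma called 0 at a p under 0.05 without adjustment, as did the methods' t-test, and *HMGCS1*, which makes HMG-CoA in the cytosol, had a log2 fold change of 0.27 (exact permutation p = 0.246). Of 21 genes of the tricarboxylic acid cycle, *CS* was higher and *IDH3B* (-0.15), *OGDHL* (-0.17) and *SUCLG2* (-0.16) were lower, while *MDH2* had -0.12 (limma p = 0.0582, exact permutation p = 0.0180). In these lists limma called 0 genes when adjusted over all genes, and 1 lower in gluconeogenesis and 1 higher in the tricarboxylic acid cycle when adjusted over the list alone. The medians were -0.04 for β-oxidation (adjusted p = 0.383), -0.03 for gluconeogenesis (adjusted p = 0.227), -0.02 for ketogenesis with a mean of 0.00 (adjusted p = 0.706) and -0.11 for the tricarboxylic acid cycle (adjusted p = 0.312). For ketogenesis, *ACAT1* passed the p under 0.05 with array weights and without low replicate 2, which makes the count 1.

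**Figure D2:**
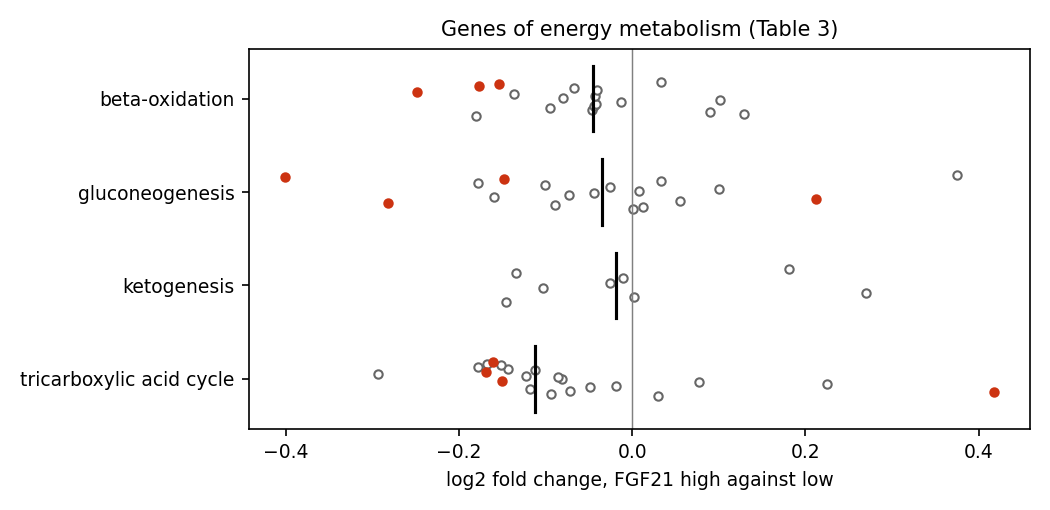
Log2 fold change, *FGF21* high against *FGF21* low, of each gene in the 4 lists of Table 3. Filled points have a limma p under 0.05 without adjustment, open points do not, and the vertical bars are the medians of the lists.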

While the vast majority of these genes were not significantly regulated, 4 (*EHHADH, HADH, ACAA2, HSD17B4*) out of 18 genes involved in β-oxidation and mitochondrial fatty acid import, 4 (*ENO2, ENO4, ALDOB, FBP1*) out of 18 genes involved in gluconeogenesis, 1 (*HMGCS1*) out of 8 genes involved in ketogenesis, and 5 (*CS, IDH3B, OGDHL, SUCLG2, MDH2*) out of 21 genes involved in tricarboxylic acid were significantly regulated (*p* < 0.05).

### 3.9. Hepatic Expression of Genes Involved in Inflammation and Stress Response

To assess differences in inflammation and stress response between cows with high and low hepatic *FGF21* expression, the microarray data were selected for 15 genes involved in inflammation (*CCL2, CP, CRP, CXCL8, FYN, HP, IFNG, IL1B, IL6, LITAF, PTGS2, SAA2, SAA3, SAA4, TNF*); 19 genes associated with ER stress (*ATF4, ATF6, BAK1, BAX, CASP3, CASP8, CASP9, CHAC1, DDIT3, DNAJC3, EDEM1, FGF21, HERPUD1, HSP90B1, HSPA5, PDIA4, PPP1R15A, TRIB3, XBP*1); and 20 genes associated with Nrf2-dependent cytoprotection (*CAT, GCLC, GCLM, GPX1, GPX3, GSTA2, HMOX1, MT1A, MT2A, MT1E, MT3, MT4, NFE2L2, NQO1, SOD1, SRXN1, TXN, TXNRD1, UGT1A1, UGT1A6*) (Table 4). Amongst these genes, 3 genes (*FYN, LITAF, SAA4*) involved in inflammation and 7 genes (*ATF4, CHAC1, DDIT3, FGF21, HERPUD1, HSPA5, TRIB3*) involved in ER stress were upregulated in cows with high hepatic *FGF21* expression compared to cows with low hepatic *FGF21* expression (*p* < 0.05). 

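Inflammation genes were higher in the *FGF21* high group as a list, while ER stress genes did not pass as a list, with 15 positive and 3 negative log2 fold changes. Of 15 genes of inflammation in Table 4, 6 were higher and none was lower at a p under 0.05 without adjustment from limma: *CP*, *FYN*, *IL1B*, *LITAF*, *SAA2* and *SAA4*. After adjustment over all genes 0 passed, and 1 higher, *FYN*, when adjusted over the list alone. *FYN*, a kinase of the Src family, had a log2 fold change of 0.30 (standard error 0.08, exact permutation p = 0.00155, higher in 8 of 8 cows), *LITAF*, a regulator of cytokine expression, one of 0.30 (exact permutation p = 0.0255) and *IL1B*, the cytokine interleukin 1 beta, one of 0.34 (exact permutation p = 0.0544). The list's median was 0.23, with an adjusted p = 0.0383 by fry and an adjusted p = 0.0451 with an estimated correlation. Markers of endothelial cells were higher in the same cows, with a median log2 fold change of 0.12 (adjusted p = 0.0383 by fry, and adjusted p = 0.0665 with an estimated correlation). Of 18 genes of ER stress, *FGF21* left out, 6 were higher and none was lower at a p under 0.05 without adjustment: *ATF4*, *CHAC1*, *DDIT3*, *HERPUD1*, *HSPA5* and *TRIB3*. None passed over all genes, and 1, the transcription factor *ATF4*, when adjusted over the list alone. Their median was 0.14 and the adjusted p 0.124, or 0.0209 without low replicate 2. These lists were drawn up by the study on the same cows, so the counts are not independent evidence. *CP* was read from the cluster that the reference names ceruloplasmin, and with the weaker cluster that matches Table 4 the adjusted p of the inflammation list was 0.0601. The inflammation list passed in 4 of 16 fits that left out 1 cow each, without high replicates 2 or 7 or low replicates 2 or 8 (adjusted p = 0.0117 to 0.0783). It also passed in 8 of 10 other settings chosen in advance (adjusted p = 2.33e-06 to 0.131). The 8 include the same signals rounded, which is no separate check, and a test with a preset correlation, which gave the smallest adjusted p.

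**Figure D3:**
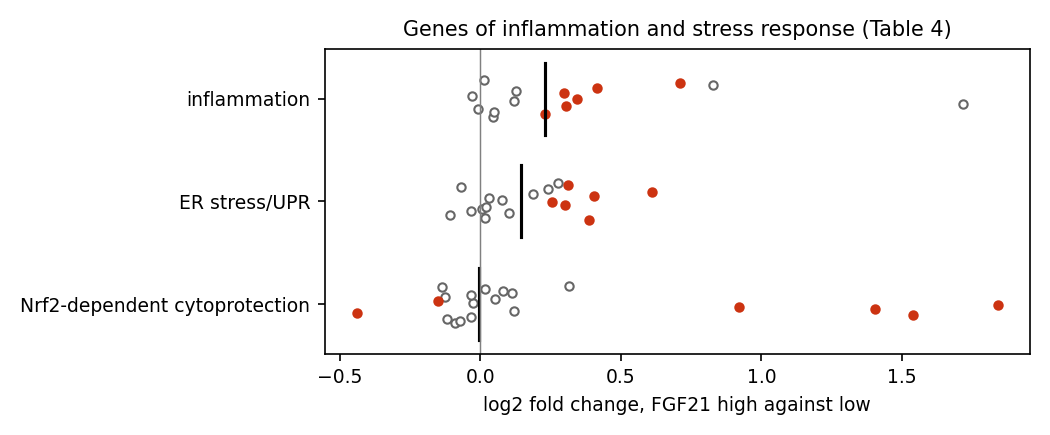
Log2 fold change, *FGF21* high against *FGF21* low, of each gene in the 3 lists of Table 4, without *FGF21*. Filled points have a limma p under 0.05 without adjustment, open points do not, and the vertical bars are the medians of the lists.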

Amongst the Nrf2-dependent genes, 4 genes (*GPX3, MT1A, MT1E, MT2A*) were upregulated and 3 genes (*CAT, MT4, GSTA2*) were downregulated in cows with high hepatic *FGF21* expression compared to cows with low hepatic *FGF21* expression (*p* < 0.05).

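The Nrf2-dependent genes of Table 4 went both ways and did not pass as a list. Of 20 genes, 4 were higher at a p under 0.05 without adjustment from limma, *GPX3*, *MT1A*, *MT1E* and *MT2A*, and 2 were lower, *MT4* with a log2 fold change of -0.15 (exact permutation p = 0.0303) and the glutathione transferase *GSTA2* with -0.44 (exact permutation p = 0.0353). *CAT*, the catalase, had one of -0.09 (limma p = 0.118, exact permutation p = 0.0222, lower in 7 of 8 cows). None passed when adjusted over all genes or over the list alone. The list's median was -0.00, its mean 0.26 and its adjusted p 0.791 by fry, so median and mean differ in sign. *MT2A* averaged 11.11 ± 0.42 (SD, n = 8) in the *FGF21* high group and 10.19 ± 1.106 (n = 8) in the *FGF21* low group. The zinc transporters *SLC39A14* and *SLC30A1*, which Table 4 does not hold, averaged 11.24 ± 0.26 against 10.77 ± 0.16 and 9.43 ± 0.07 against 9.15 ± 0.24. The study drew up the list on the same cows, so its counts are not independent evidence.

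**Figure D4:**
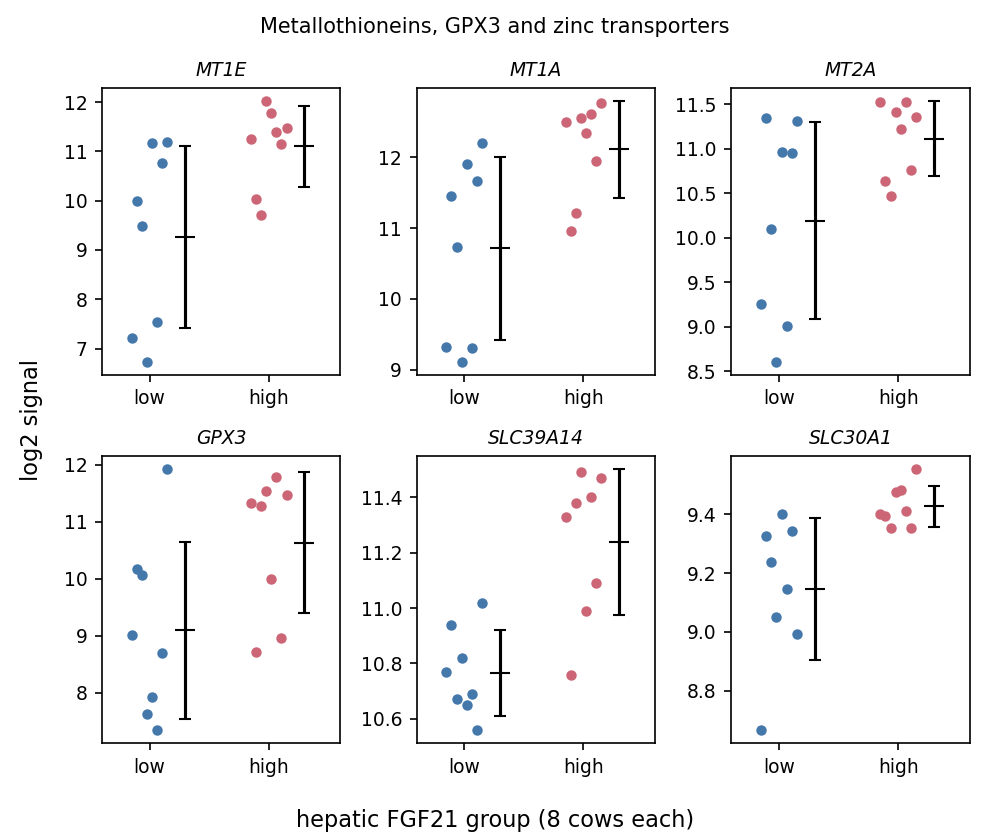
Log2 signal of 3 metallothioneins, *GPX3* and 2 zinc transporters, with 1 point per cow and the mean ± SD (n = 8 per group) beside the points. In *MT1E*, *MT1A* and *MT2A* the cows of the *FGF21* low group spread from low signals up to the level of the *FGF21* high group.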

### 3.10. Identification of Differentially Regulated Plasma Metabolites

Targeted metabolomics analysis was carried out to detect plasma metabolites differing between cows with high and low hepatic *FGF21* expression at week 1 postpartum. The quantification of >200 metabolites of various classes of compounds revealed only seven plasma metabolites with differing concentrations between the two groups (Figure 4, *p* < 0.05). These metabolites were members of the classes acylcarnitines (C5:1-DC, C14:1, C14:2-OH), glycerophospholipids (lyso-PC a C18:1, PC aa C24:0), sphingolipids (SM_C26:1), and sterols (C4_7a). The concentrations of five metabolites (C5:1-DC, C14:1, lysoPC a C18:1, PC aa C24:0, SM_C26:1) were higher in the cows with high *FGF21* expression and those of the remaining two metabolites (C14:2-OH, C4_7a) were lower in the cows with high *FGF21* expression than in the cows with low *FGF21* expression (*p* < 0.05).

### 3.11. Parameters of Antioxidant Status in Plasma and Liver

The concentrations of important antioxidants (tocopherols, β-carotene, GSH) in the liver and/or plasma did not differ between cows with high and low hepatic *FGF21* expression (Table 5). In line with this, plasma concentrations of TEAC and some oxidative stress-related parameters (TBARS, protein carbonyles) did not differ between cows with high and low hepatic *FGF21* expression (Table 5).

### 3.12. Concentrations of Acute Phase Proteins and Oxylipids in Plasma

The plasma concentrations of two positive (HP, SAA) and two negative acute phase proteins (albumin, RBP4) were determined. While the concentration of SAA was higher in cows with high hepatic *FGF21* expression than in cows with low hepatic *FGF21* expression (*p* < 0.05), the concentrations of the other acute phase proteins did not differ between the two groups of cows (Table 6). Plasma concentrations of oxylipids derived from enzymatic and non-enzymatic oxidation of linoleic acid (9-HODE, 13-HODE) and arachidonic acid (12-HETE, 15-HETE, LTB4, PGF2α) also did not differ between cows with high and low hepatic *FGF21* expression (Table 6).

## 4. Discussion

In order to gain a deeper understanding of the role played by FGF21 in dairy cows during early lactation, this study compared performance and metabolic, inflammatory, and oxidative stress-related parameters in two groups of high-yield dairy cows that markedly differed in their hepatic expression levels of *FGF21* at week 1 postpartum. This time-point was chosen for two main reasons. First, the finding that the expression of *FGF21* is dramatically upregulated and plasma FGF21 concentrations are strongly increased during the first few days after parturition and strongly decline thereafter suggests that FGF21 exerts its main biological functions in dairy cows during the first week postpartum [9,10,11,12,13,45]. Second, based on the suggestion that FGF21 acts as a stress hormone released from the liver to cope with stress conditions [4], we expected that the biological effects of FGF21 would be most prominent during the phase in which cellular stress is most pronounced. Previous studies have shown that stress conditions, such as ER stress or inflammation, are most enhanced during the first week after parturition and strongly decline thereafter [46,47]. At week 5 postpartum, stress conditions such as ER stress and inflammation are already nearly absent [46,47,48]. 

Analysis of *FGF21* expression in the liver in a cohort of 30 cows in our study demonstrated that the increase in *FGF21* expression at week 1 postpartum showed great individual variation. While some cows showed a dramatic increase compared to the antepartum level, hepatic *FGF21* expression in others remained nearly unchanged. Our study, however, confirmed the findings of other studies in which cows with strongly increased expression levels of *FGF21* in early lactation showed strongly declining expression levels towards later lactation [10,11]. In order to identify factors that could be involved in the expression of *FGF21* and to figure out a possible role of FGF21 in metabolic regulation, we selected the 8 cows with the highest hepatic *FGF21* expression and the 8 cows with the lowest expression at week 1 postpartum out of a cohort of 30 cows, and assigned them to two groups. Performance parameters, such as dry matter intake, net energy intake, milk yield, and ECM, body weights, and energy balance did not differ between these two groups at days 8–14 postpartum; thus, it can be excluded that the performance level or energy balance of the cows caused the differential expression of hepatic *FGF21* in these two groups. Although the strong induction of *FGF21* expression in the liver of dairy cows in early lactation is considered to be caused by the pronounced hepatic uptake of NEFA released from WAT during this phase [10,11,13], the stronger induction of *FGF21* expression in the cows with high hepatic *FGF21* expression was probably not due to greater intrahepatic availability of NEFA because plasma concentrations of NEFA did not differ between the groups. Moreover, other metabolic parameters characterizing energy balance and hepatic lipid metabolism, such as plasma concentrations of BHBA, cholesterol, and TAG, and hepatic concentrations of cholesterol and TAG, did not differ between the two groups. This clearly indicated that the marked difference in hepatic *FGF21* expression between the two groups of cows was not caused by differences in energy mobilization and hepatic lipid metabolism. The finding that body weight loss during the early lactation period also did not differ between the two groups of cows supported the indication that the difference in hepatic *FGF21* expression was not due to a different rate of body fat mobilization.

In order to identify metabolic pathways influenced by hepatic *FGF21* expression at week 1 postpartum, we performed transcriptomics analysis using microarray technology. The RNA integrity measurement indicates the presence of some kind of RNA degradation that can limit sensitivity (the rate of detection of true positives among all positives) and specificity (the rate of detection of true negatives among all negatives) of microarray performance [49]. Nevertheless, the mean RIN value >6 suggested that the RNA integrity was sufficient to carry out microarray hybridizations. In addition, the microarray analysis was primarily used as a screening technique to identify changes in sets of pathway-specific genes, rather than as a tool to accurately quantify the expression of differentially regulated genes. 

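Signals on the 16 arrays gave no group difference in spread beyond that between cows. The interquartile range of relative log expression, which widens on arrays that stray from the others, averaged 0.237 ± 0.033 (SD, n = 8) in the *FGF21* high group and 0.220 ± 0.039 (n = 8) in the *FGF21* low group (exact permutation p = 0.334). The median signals of the arrays did not differ beyond their spread either (exact permutation p = 0.335). High replicates 1 and 6 and low replicates 1 and 2 had the widest ranges, all above 0.26. Correlations between arrays ran from 0.976 to 0.989. The first principal component held 15.5 percent of the variance and did not separate the groups (exact permutation p = 0.252). The second held 10.7 percent and differed between them (exact permutation p = 0.0319), with low replicate 2 at -29.2 where the other cows of its group lay between -9.93 and 5.44. RNA integrity numbers of single cows were not used here.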

To obtain deeper insight into the main metabolic pathways of energy metabolism that might differ between the two groups, the microarray expression levels of genes associated with β-oxidation and mitochondrial fatty acid import, gluconeogenesis, ketogenesis, and tricarboxylic acid were evaluated. Due to the low number of selected cows with low and high hepatic *FGF21* expression (*n* = 8), this approach was preferred rather than carrying out principal component analysis or partial least-squares discrimination analysis, both of which require larger sample sizes to detect differences in discriminant genes. Our analysis showed that very few of these genes were differentially regulated between cows with high and low hepatic *FGF21* expression and the regulation of these genes was moderate [FC between −1.32 (*FBP1*) and +1.34 (*CS*)]. 

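*FBP1* and *CS* are the genes at the ends of the range. All 8 cows of the *FGF21* high group lay below the mean of the *FGF21* low group in *FBP1* and above it in *CS*. The ranges of the groups overlapped in both genes. *FBP1*, the fructose-bisphosphatase of gluconeogenesis, had a log2 fold change of -0.40 (standard error 0.10), with signals of 10.85 ± 0.14 in the *FGF21* high group and 11.25 ± 0.25 in the *FGF21* low group (SD, n = 8 each, exact permutation p = 0.00264). Its adjusted p from limma was 0.237 over all genes and 0.00977 over the list alone. *CS*, the citrate synthase, had a log2 fold change of 0.42 (standard error 0.11), with signals of 7.67 ± 0.18 and 7.25 ± 0.29 (SD, n = 8 each, exact permutation p = 0.00218). Its adjusted p was 0.361 over all genes and 0.0273 over the list alone. *FBP1* lies on chromosome 8 and *CS* on chromosome 5.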

In order to determine whether *FGF21* expression in the liver was related to alterations on a metabolic level, we performed targeted plasma metabolomics analysis. We observed that the concentrations of only seven out of >200 metabolites were significantly different between the two groups of cows. These seven metabolites belonged to four different metabolite classes (acylcarnitines, glycerophospholipids, sphingolipids, and sterols). Acylcarnitines play a role in the β-oxidation of fatty acids within the mitochondrion. However, acylcarnitines represented only minor species with differing plasma concentrations between the two groups of cows and the concentrations of total carnitine and acetylcarnitine in plasma did not differ between the two group of cows. Therefore, there was no overall indication that *FGF21* expression affected the β-oxidation of fatty acids by influencing carnitine metabolism. In a similar manner, the three individual phospholipid species and sterol derivative with differing plasma concentrations between the two groups of cows were minor components, suggesting that *FGF21* expression was not linked to substantial effects on phospholipid and sterol metabolism. The observation that the small number of regulated plasma metabolites belonged to four different metabolite classes was a further indication that the hepatic expression level of *FGF21* was not associated with the consistent regulation of a specific metabolic pathway. This showed that cows with high and low hepatic *FGF21* expression did not differ with regard to hepatic energy metabolism, indicating that other factors must be responsible for the marked difference in hepatic *FGF21* expression. Likewise, the application of exogenous FGF21 had no effect on fatty acid metabolism in dairy cows [50]. In addition, FGF21 administration in dairy cows did not affect plasma concentrations of insulin and glucose and insulin concentrations in a glucose tolerance test [51], indicating that glucose metabolism was also not affected by FGF21 in dairy cows. 

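Targets of PPARα and fasting did not pass as a list, with 16 negative and 5 positive log2 fold changes. Of 21 genes, 3 were lower and none was higher at a p under 0.05 without adjustment from limma, and *PDK4* alone fell after adjustment, over all genes and over the list alone. *VNN1*, a pantetheinase that PPARα induces, had a log2 fold change of -0.50 (standard error 0.20, exact permutation p = 0.0503, lower in 7 of 8 cows), and the third was *ACAA2*. The median of the list was -0.10, with an adjusted p of 0.325 by fry. *PDK4*, which holds back the entry of pyruvate into the tricarboxylic acid cycle in fasting, averaged 8.45 ± 0.39 in the *FGF21* high group and 9.41 ± 0.19 in the *FGF21* low group (SD, n = 8 each), and the groups did not overlap. Without the 4 arrays with the widest spread, a choice made after the data were seen, the adjusted p of *PDK4* was 0.106, and over all other settings it ran from 0.0015 to 0.283.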

An important reason for the lack of effect of exogenous FGF21 and lack of differences in the main metabolic pathways of energy metabolism between cows with high and low hepatic *FGF21* expression might be that the liver, unlike WAT, is not the primary tissue targeted by the action of FGF21. This is reflected by the fact that the physiologic FGF21 receptor FGFR1c, which is strongly expressed in WAT, is nearly absent in cattle liver whereas β-klotho, the co-activator of FGF21, is expressed in cattle liver at a markedly lower level than in WAT [10].

Previous studies have shown that dairy cows are subject to ER stress during early lactation, a phenomenon that could be involved in the development of fatty liver and metabolic diseases during this period [47,52,53,54]. With respect to this finding, an interesting observation from the liver transcriptomics of the present study is that the upregulated transcripts in the cows with high hepatic *FGF21* expression were involved particularly in the ER stress-induced unfolded protein response (UPR). This was evident from the gene set enrichment analysis, which demonstrated that the intrinsic apoptotic signaling pathway in response to ER stress, response to nutrient levels, response to extracellular stimulus, response to starvation, programmed cell death, and protein processing in the ER were amongst the most enriched biological process terms and KEGG pathways within the genes upregulated in the cows with high hepatic *FGF21* expression. 

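Several ER stress genes and targets of *ATF4* had positive log2 fold changes, though neither list passed the test. *ATF4*, the transcription factor that the ER stress kinase PERK brings up, had a log2 fold change of 0.39 (standard error 0.09, exact permutation p = 0.00202, higher in 8 of 8 cows, adjusted p = 0.237 from limma). *HSPA5*, the main chaperone of the ER, had one of 0.61 (standard error 0.24, exact permutation p = 0.0513, 7 of 8 cows), *DNAJB11*, its cochaperone, one of 0.52 (exact permutation p = 0.0191) and *HERPUD1*, a part of ER-associated degradation, one of 0.40 (exact permutation p = 0.0449). *DDIT3*, also called CHOP, had 0.26 (exact permutation p = 0.0146), *TRIB3*, a pseudokinase, 0.31 (exact permutation p = 0.0356), *CHAC1*, an enzyme of glutathione breakdown, 0.30 (exact permutation p = 0.0207) and *WFS1*, an ER membrane protein, 0.33 (exact permutation p = 0.0348). High replicate 5 lay at 5.43 in *CHAC1* against 4.79 to 5.08 in the other cows of its group, and low replicate 7 at 5.84 in *WFS1* against 6.18 to 6.39. *CHAC1* was dim, with mean signals of 4.96 against 4.66, below the median of 6.28 of all transcripts. Of 25 measured targets of *ATF4* and the amino acid response, 7 were higher and none was lower at a p under 0.05 without adjustment from limma, and 1 passed when adjusted over the list alone. This was *PSPH*, the last enzyme of serine synthesis, with a log2 fold change of 0.505 (standard error 0.09, exact permutation p = 0.00016, the smallest that 8 against 8 allow, adjusted p = 0.0633). *ALDH1L2*, a mitochondrial folate enzyme, had one of 0.44 (exact permutation p = 0.0124). The median of the list was 0.06 and its adjusted p 0.174 by fry. It holds *TRIB3*, *CHAC1* and *DDIT3*, which the paper names from these cows, so its count is not independent evidence. *PSPH* passed the adjusted threshold with array weights (0.0294), after quantile normalization was applied again (0.0260) and with each array's median subtracted (0.0397).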

In line with this, the upregulated transcripts in cows with high hepatic *FGF21* expression included several typical ER stress-target genes, such as *ATF4, HERPUD1, HSPA5, DDIT3, WFS1, DNAJB11, CHAC1,* and *TRIB3*. ER stress is well-known to be activated as a consequence of different stress conditions, such as nutrient deprivation, inflammation, and oxidative stress, which cause imbalances in ER quality control pathways leading to the accumulation of unfolded or misfolded proteins in the ER [55]. In order to combat ER stress, mammalian cells are equipped with a defense system, called UPR, which enables the cell to re-establish ER quality control and decrease the accumulation of unfolded or misfolded proteins in the ER [56]. Apart from protein kinase RNA-like ER kinase (PERK)-dependent transient attenuation of new protein synthesis and stimulation of inositol-requiring protein 1a (IRE1)-dependent mRNA degradation, another important UPR mechanism is the targeting of unfolded or misfolded proteins towards the ER-associated degradation pathway, where they are transferred to the cytosol and degraded by the ubiquitin proteasome system (UPS) [57]—the most important pathway of intracellular protein degradation. In agreement with this UPR mechanism, the gene set enrichment analysis also revealed that regulation of protein catabolic process, positive regulation of proteasomal ubiquitin-dependent protein catabolic process, regulation of protein metabolic process, and positive regulation of proteasomal protein catabolic process were overrepresented terms amongst the genes upregulated in the cows with high hepatic *FGF21* expression. Remarkably, a recent study convincingly demonstrated that FGF21 plays an important role in muscle atrophy during fasting, reporting that the muscle mass of wild-type mice was significantly reduced in response to fasting, whereas muscle-specific FGF21 knockout mice were protected against muscle loss and weakness during fasting [58]. In addition, the authors showed that in vivo FGF21 overexpression in skeletal muscle induced muscle atrophy, thus supporting a role for FGF21 in skeletal muscle proteolysis. Despite that the authors of this study did not study a possible involvement of ER stress, their results indicated that *FGF21* expression was associated with increased protein catabolism.

If ER stress is overwhelming and ER homeostasis cannot be restored, the UPR can also activate signaling pathways that initiate programmed cell death. Convincing evidence has been gained from cell culture studies and studies with laboratory animals that ER stress-induced UPR leads to an upregulation of hepatic *FGF21* expression through the activation of ER stress-transducers PERK and IRE1 [18,19]. Based on these findings, it is likely that ER stress was responsible for the strong induction of *FGF21* expression in the cows with high hepatic *FGF21* expression. 

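Within each group, *FGF21* and the ER stress genes were compared from cow to cow, since a pooled relation would restate how the cows were chosen. In the *FGF21* high group, *FGF21* and the mean signal of the 18 ER stress genes gave a Pearson r of 0.506 (exact permutation p = 0.2001) and a Spearman rho of 0.476 (exact permutation p = 0.243) over 8 cows, and r was 0.589 without the 2 cows farthest from the median of *FGF21*. In the *FGF21* low group r was -0.381 (exact permutation p = 0.343) and rho -0.310 (exact permutation p = 0.462), and r was -0.247 without the 2 farthest cows. For the ER chaperones r was 0.241 in the *FGF21* high group and -0.377 in the *FGF21* low group, and for the targets of *ATF4* it was 0.374 and 0.0758. Among 12 such relations the smallest p after adjustment was 0.733 for r and 0.715 for rho. In the *FGF21* low group *FGF21* ran only from 4.78 to 5.51, which leaves little range for a relation to show. These signals also lay below the median of 6.28 of all transcripts, and signal near background may limit them further. The paper proposes that ER stress likely led to the high *FGF21* expression. It draws on the higher ER stress genes and enriched ER stress terms in these cows. It also cites published studies in which ER stress raised hepatic *FGF21* through PERK and IRE1. Studies in which polyphenols lowered both UPR genes and *FGF21* in dairy cows are cited as well.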

Previous observations with dairy cows, in which polyphenol-enriched feeding rations decreased not only the hepatic expression of UPR-associated genes but also the expression of FGF21 [20,21,22], are supportive of such a relationship between hepatic ER stress and FGF21 production. 

Activation of nuclear factor E2-related factor 2 (Nrf2) in the liver of dairy cows during early lactation was shown in a previous study [46]. Nrf2 is a transcription factor that regulates the expression of a broad range of antioxidant and cytoprotective genes [59]. Hepatic transcript profiling in the present study revealed the upregulation of several target genes of Nrf2, including *GPX3, MT1A, MT2A,* and *MT1E*, in cows with high hepatic *FGF21* expression. 

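Targets of Nrf2 outside the metallothioneins showed a median near 0. Of 21 measured genes in a list of textbook targets, such as *NQO1*, *HMOX1* and the enzymes of glutathione synthesis, 2 were higher and none was lower at a p under 0.05 without adjustment from limma, and 0 passed when adjusted over all genes or over the list alone. The pair was *OSGIN1*, which responds to oxidative stress, with a log2 fold change of 0.26 (standard error 0.11, exact permutation p = 0.0569), and *TKT*, the transketolase of the pentose phosphate pathway, with 0.31 (standard error 0.14, exact permutation p = 0.0662). *PGD*, of the same pathway, had 0.12 (exact permutation p = 0.216), and *PIR* had -0.10 (exact permutation p = 0.206). The median of the list was 0.02 and its adjusted p 0.725 by fry.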

Because activation of Nrf2 signaling is a known downstream event of ER stress, which aims to counteract oxidative stress and inflammatory conditions which are frequently associated with ER stress [60,61], induction of Nrf2-dependent genes is likely a consequence of the induction of ER stress-related genes and a further indicator of the occurrence of ER stress in the cows with high hepatic *FGF21* expression. It has been well established that ER stress is linked to the induction of pro-inflammatory conditions [62]. Therefore, we also considered genes associated with inflammation in the liver and concentrations of acute phase proteins in plasma. We observed that there was an up-regulation of two genes encoding serum amyloid A (*SAA2, SAA4*) in the liver and an increased concentration of SAA in plasma of the cows with high *FGF21* expression in the liver compared to cows with low *FGF21* expression in the liver. 

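*SAA4*, *SAA2*, *LBP* and *HPX* each lay above the mean of the *FGF21* low group in 7 of 8 cows of the *FGF21* high group. *SAA4*, a serum amyloid A carried on lipoproteins, had a log2 fold change of 0.71 (standard error 0.28, exact permutation p = 0.0409, adjusted p = 0.600 from limma), with signals of 10.23 ± 0.56 and 9.52 ± 0.74 (SD, n = 8 each). Table 4 describes *SAA4* as constitutive, though it stands in the list of positive acute phase genes used here. *SAA2* had a log2 fold change of 0.41 (standard error 0.18, exact permutation p = 0.0704, adjusted p = 0.637 from limma), with signals of 5.82 ± 0.47 and 5.41 ± 0.37 (SD, n = 8 each), below the median of 6.28 of all transcripts. *LBP* had a log2 fold change of 0.74 (standard error 0.25, exact permutation p = 0.0238), and *HPX*, which binds free heme, one of 0.33 (standard error 0.12, exact permutation p = 0.0269). Of 21 positive acute phase genes, 7 were higher and none was lower at a p under 0.05 without adjustment from limma, and 0 passed when adjusted over all genes or over the list alone. Their median was 0.26 and the adjusted p 0.177 by fry.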

SAA belongs to the group of acute phase proteins produced in the liver and released into the blood in the course of inflammation [63]. Therefore, increased production of SAA in the liver of the group of cows with high hepatic *FGF21* expression indicates that these cows could have suffered pro-inflammatory conditions in the liver. However, the expression of several other genes encoding proteins involved in inflammation (such as *TNF*) and acute phase reaction (*CP*, *HP*) in the liver did not differ between the two groups of cows, indicating that the increased expression of *FGF21* was not related to the development of a pro-inflammatory condition. Moreover, plasma concentrations of oxylipids, including 9-HODE, 13-HODE, 12-HETE, 15-HETE, LTB4, and PGF2α, also did not differ between the two groups of cows. 

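*TNF* did not differ beyond its spread, and *CP* depended on the cluster. *HP* spread widely between cows, with an SD of 1.79 in the *FGF21* high group and 2.22 in the *FGF21* low group. *TNF*, the cytokine tumor necrosis factor, had a log2 fold change of 0.01 (standard error 0.12, exact permutation p = 0.925). *HP*, haptoglobin, had one of 1.72 (standard error 0.85, exact permutation p = 0.111), higher in 7 of 8 cows, and high replicate 2 lay at 7.62 where the other cows of its group lay between 10.39 and 12.75. *CP*, ceruloplasmin, has a strong cluster, with signals of 12.27 ± 0.17 and 12.04 ± 0.10, and a log2 fold change of 0.23 (exact permutation p = 0.00653, higher in 7 of 8 cows). A second, weaker cluster next to it matches the value of Table 4, with signals of 3.83 ± 0.16 and 3.94 ± 0.16 and a log2 fold change of -0.11 (exact permutation p = 0.174). Its signals lie far below the median of 6.28 of all transcripts, near the median of 3.79 of the olfactory receptors. Signal near background limits what this cluster shows. Of 18 NF-κB targets, 2 were higher at a p under 0.05 without adjustment from limma, *IL1B* and *IRF1*, a regulator of interferon responses (0.31, exact permutation p = 0.0424), and the list had a median of 0.04 and an adjusted p of 0.617. Of 9 negative acute phase genes 1 was lower, *APOA1*, the main protein of high-density lipoprotein (-0.31, exact permutation p = 0.0633), and the list had a median of -0.08 and an adjusted p of 0.375. In both lists 0 genes passed when adjusted over all genes or over the list alone.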

Oxylipids are a class of lipid mediators produced by enzymatic and non-enzymatic oxidation of PUFA, dominantly linoleic acid (LA) and arachidonic acid (AA). LA-derived 9-HODE and 13-HODE, but also AA-derived HETEs and eicosanoids, promote inflammatory responses by acting as chemoattractants for circulating immune cells [64]. Thus, the present data suggest that the cows with high hepatic *FGF21* expression did not exhibit a systemic inflammatory process. In addition, the cows with high and low hepatic *FGF21* expression did not differ with regard to the plasma concentrations of antioxidants, such as tocopherols, β-carotene, and GSH, and indicators of antioxidant status, such as TEAC, TBARS, and protein carbonyls. This indicated that the cows with high hepatic *FGF21* expression also did not experience systemic oxidative stress, which is frequently associated with inflammation. Albeit speculative, it is possible that the induction of Nrf2-dependent genes observed in the cows with high hepatic *FGF21* expression prevented the development of systemic oxidative stress, because activation of Nrf2 signaling activated the expression of genes encoding cytoprotective enzymes, including antioxidant enzymes, thereby providing protection against ROS generated during the inflammatory process. This assumption is supported by recent evidence that FGF21 inhibits oxidative stress by stimulating Nrf2-dependent induction of cytoprotective and antioxidative genes [65,66,67]. This would suggest that FGF21 plays an important role in the adaptation to cellular stress conditions in dairy cows during early lactation—a phase during which high-yield dairy cows are confronted with several different stress stimuli [5,6,7,8]. Indeed, our assumption of FGF21 as a stress-modulating factor in early-lactation dairy cows is supported by the results from a mice study that suggested that *FGF21* induction was a potential strategy to protect against the toxicity resulting from experimentally induced sepsis [68]. 

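Urea cycle transcripts were lower in the *FGF21* high group as a list by fry (median log2 fold change -0.21, adjusted p = 0.0383), though not with an estimated correlation (adjusted p = 0.0975 with an estimated correlation). The paper names this pathway from the same cows, so the list is not independent evidence. Of 8 genes, 5 were lower and none was higher at a p under 0.05 without adjustment from limma, 0 when adjusted over all genes and 4 lower when adjusted over the list alone. *SLC25A15*, which carries ornithine into mitochondria, had a log2 fold change of -0.44 (standard error 0.13, exact permutation p = 0.000311), and *ARG1* one of -0.51 (standard error 0.16, exact permutation p = 0.00668), each lower in 8 of 8 cows. *OTC* had one of -0.33 (standard error 0.09, exact permutation p = 0.0059, 7 of 8 cows). *CPS1*, which makes carbamoyl phosphate from ammonia, had one of -0.21 (standard error 0.08, exact permutation p = 0.00746, 8 of 8 cows). In the same cows, the mean signal of the endothelial markers was 8.23 ± 0.10 against 8.07 ± 0.09 (SD, n = 8 each, exact permutation p = 0.00528). The urea cycle list passed in 2 of 16 fits that left out 1 cow each, without low replicates 2 or 8 (adjusted p = 0.0209 to 0.0848). It also passed in 4 of 10 other settings chosen in advance (adjusted p = 0.000113 to 0.147). Among those 4 are the same signals rounded, which is no separate check, and a test with a preset correlation, which gave the smallest adjusted p.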

While the upregulated genes in the cows with high *FGF21* expression were found to be involved particularly in ER stress-induced UPR, the downregulated genes in the cows with high hepatic *FGF21* expression were identified to play a role in the cellular amino acid catabolic process, alpha-amino acid metabolic process, glutamine family amino acid metabolic process, arginine biosynthesis, and urea cycle. This indicated that hepatic amino acid catabolism was attenuated in the cows with high compared to low hepatic *FGF21* expression. 

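Transcripts of amino acid catabolism were lower in the *FGF21* high group as a list, with the smallest adjusted p of the 39 lists. The paper names this theme, and *HAL* and *GLS2* among its top transcripts, from the same cows, so the list is not independent evidence. Of 34 measured genes, 14 were lower and none was higher at a p under 0.05 without adjustment from limma. When adjusted over all genes 1 fell, *GLS2*, and 10 when adjusted over the list alone. *MAT1A*, which makes S-adenosylmethionine, had a log2 fold change of -0.35 (standard error 0.07, exact permutation p = 0.000311, adjusted p = 0.164 over all genes), and *AMDHD1*, of histidine breakdown, one of -0.61 (standard error 0.14, exact permutation p = 0.0014), each lower in 8 of 8 cows. The list's median was -0.19, and 29 of 34 genes had a negative log2 fold change (adjusted p = 0.0111 by fry, and adjusted p = 0.0451 with an estimated correlation). The list passed in all 16 fits that left out 1 cow each (adjusted p = 0.0051 to 0.0336) and in the 10 other settings chosen in advance. Those 10 include the same signals rounded, which is no separate check, and a test with a preset correlation, which gave the smallest adjusted p. Markers of hepatocytes had a median of -0.04 and an adjusted p of 0.238. Of these 13, 3 were lower and none was higher at a p under 0.05 without adjustment, *APOA1*, *CPS1* and *TAT*, the tyrosine aminotransferase (-0.33, exact permutation p = 0.0429), of which *CPS1* and *TAT* are also in the lists of nitrogen metabolism. The endothelial marker *CLEC4G*, a lectin of sinusoids, was higher in the same cows, with a log2 fold change of 0.23 (exact permutation p = 0.0166).

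**Figure D5:**
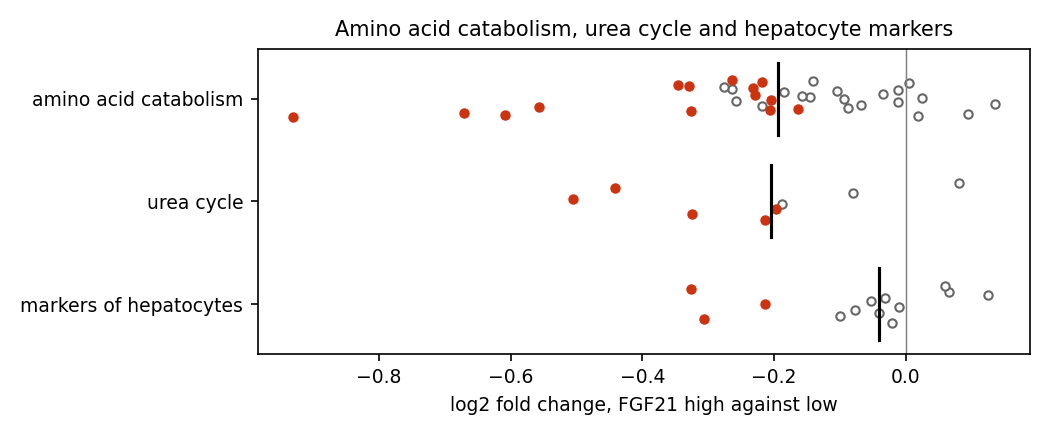
Log2 fold change, *FGF21* high against *FGF21* low, of each gene of amino acid catabolism, the urea cycle and the hepatocyte markers. Filled points have a limma p under 0.05 without adjustment, open points do not, and the vertical bars are the medians of the lists.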

Although speculative, this might be interpreted as a mechanism to provide amino acids for specific organ functions, such as acute phase protein synthesis, which are activated as a consequence of ER stress, as seen in the cows with high hepatic *FGF21* expression. Overall, our data indicate that induction of hepatic *FGF21* in cows after parturition (1 week postpartum) might be, at least in part, caused by cellular stress such as ER stress. In turn, FGF21 might induce hepatic signaling pathways, such as Nrf2, which helps the body to cope with stress conditions and protect the liver against damage induced by the inflammation process and increased generation of reactive oxygen species commonly observed in dairy cows after parturition [8,69]. 

## 5. Conclusions

Analysis of *FGF21* expression levels in the livers of a cohort of 30 cows demonstrated that the increase in *FGF21* expression in early lactation (week 1 postpartum) showed a great of individual variation. We observed that the performance data of cows with high and low hepatic *FGF21* expression did not differ at days 8 –14 postpartum, indicating that animal performance level and energy balance are not major determinants of hepatic *FGF21* expression. However, we observed that the *FGF21* expression level was associated with the expression of genes related to ER stress and Nrf2 signaling. These findings suggest that hepatic *FGF21* expression might be induced by ER stress. 

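Within each group, the relation of *FGF21* to the metallothioneins and zinc transporters was tested over the 8 cows, using the mean signal of these 8 genes. In the *FGF21* high group the Pearson r was 0.440 (exact permutation p = 0.274), the Spearman rho 0.429 (exact permutation p = 0.299), and r was 0.463 without the 2 cows farthest from the median of *FGF21*. In the *FGF21* low group r was -0.174 (exact permutation p = 0.640), rho was 0.0238 (exact permutation p = 0.977), and r was -0.525 without the 2 farthest cows. After adjustment over the 12 relations of *FGF21*, the p for r was 0.733 in the *FGF21* high group and 0.853 in the *FGF21* low group, and that for rho was 0.715 and 0.977. The narrow range and dim signal of *FGF21* in the *FGF21* low group limit what its values show.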

Upregulation of Nrf2-dependent genes in cows with high hepatic *FGF21* expression might be a compensatory means to combat cellular stress. 

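Neither respiratory chain subunits nor enzymes of lipid synthesis passed as lists by fry. Of 82 oxidative phosphorylation subunits, 3 were lower and none was higher at a p under 0.05 without adjustment from limma: *NDUFB5* (log2 fold change -0.22) and *NDUFA9* (-0.18) of complex I and *ATP5G1* (-0.24) of the ATP synthase. Of the 82, 70 had a negative log2 fold change, their median was -0.07 and the adjusted p 0.355 by fry, while camera with a preset correlation gave an adjusted p = 0.000911 and with an estimated correlation an adjusted p = 0.571. Of 18 genes of fatty acid and triacylglycerol synthesis *LPIN1* was lower and none was higher, with a median of 0.02, a test that pointed down and an adjusted p of 0.998. Of 23 measured genes of cholesterol synthesis, 1 was higher and 1 was lower at a p under 0.05 without adjustment, the median was 0.05 and the adjusted p 0.725. In these lists 0 genes passed when adjusted over all genes, and when adjusted over the list alone 1 lower, *LPIN1*, in fatty acid and triacylglycerol synthesis.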

The finding that the expression of genes involved in metabolic pathways of energy generation (β-oxidation and mitochondrial fatty acid import, gluconeogenesis, ketogenesis, and the tricarboxylic acid cycle) in the liver was not largely different between the two groups of cows indicated that hepatic *FGF21* expression had less overall impact on energy metabolism. This suggestion was supported by the finding that the concentrations of only 7 (out of >200) plasma metabolites from different compound classes differed between cows with high or low hepatic *FGF21* expression. Overall, in line with observations in other animal species, FGF21 seems to have an important function in the adaptation to cellular stress conditions in cows during early lactation, a time period in which cows are commonly confronted with several different stress stimuli.

## Figures and Tables

**Figure 1:**
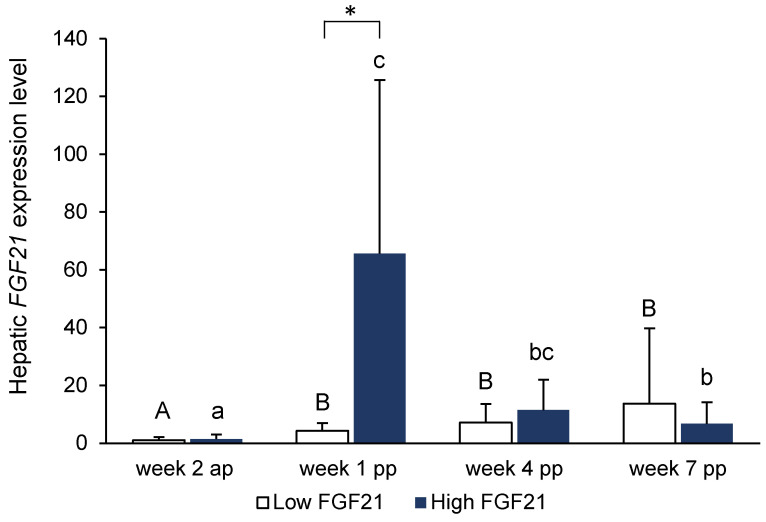
Hepatic *FGF21* expression levels in groups of cows with low versus high hepatic *FGF21* expression at week 2 antepartum, week 1 postpartum, week 4 postpartum, and week 7 postpartum, as analyzed by qPCR (*n* = 8/group). * An asterisk indicates a significant difference between groups. Means without the same uppercase letters (A, B) are significantly different within the low *FGF21* group; means without the same lower case letters (a, b, c) are significantly different within the high *FGF21* group.

**Figure 2:**
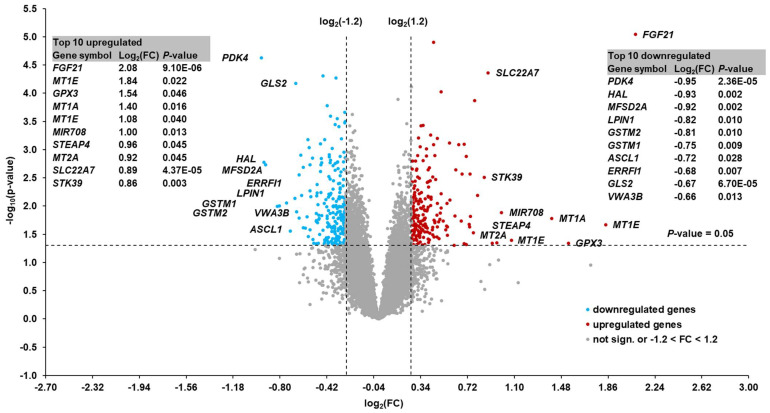
Volcano plot showing hepatic transcripts that were differentially regulated between cows with high and low hepatic *FGF21* expression at week 1 postpartum. The double filtering criteria are indicated by horizontal (*p*-value < 0.05) and vertical [FC: > log_2_(1.2) or < log_2_(−1.2)] dashed lines. Transcripts in the upper left and upper right corners represent the downregulated and upregulated transcripts, respectively. The top 10 up- and downregulated transcripts with log_2_(FC) and *p*-value are shown in the two tables within the figure.

**Figure 3:**
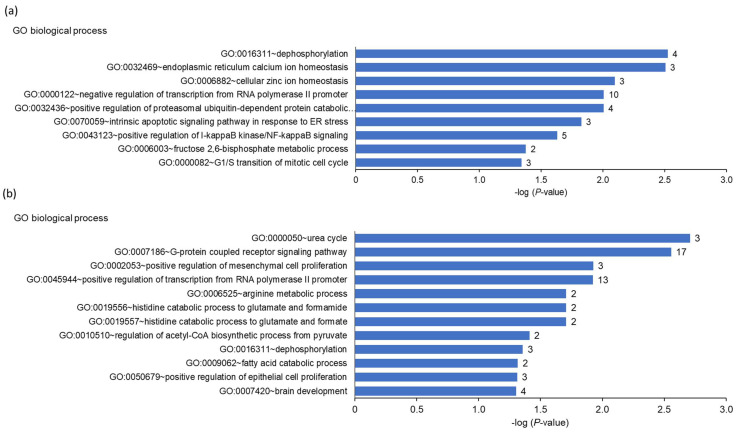

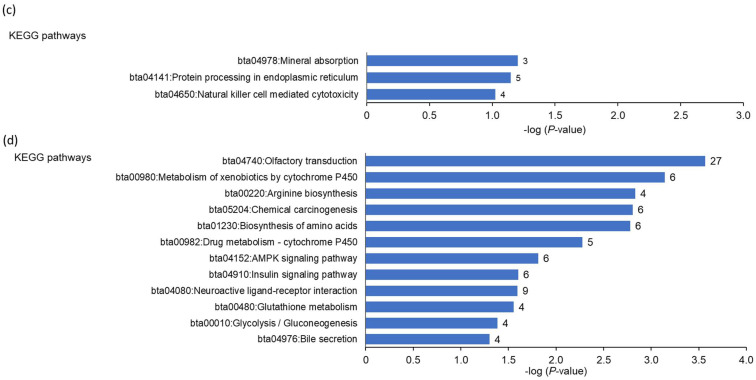
Enriched gene ontology (GO) biological process (**a**,**b**) and KEGG pathways (**c**,**d**) terms assigned to the differentially regulated transcripts between cows with high and low hepatic *FGF21* expression at week 1 postpartum. GO terms and KEGG pathways are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). The number of genes is shown next to the bars.

**Figure 4:**
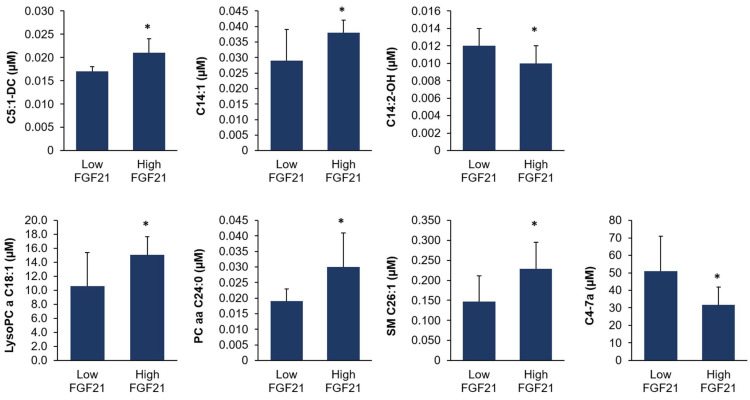
Concentrations of plasma metabolites that were identified by targeted metabolomics analysis to be different between cows with high and low hepatic *FGF21* expression at week 1 postpartum. Bars represent means ± SD, *n* = 8 for each group. Abbreviations: a, acyl residue; aa, acyl-acyl residue; C4–7a, 7-alpha-hydroxy-cholestenone; C5:1-DC; glutaconylcarnitine; C14:1, tetradecenoylcarnitine; C14:2-OH, hydroxytetradecadienylcarnitine; Lyso PC, lysophosphatidylcholine; PC, phosphatidylcholine; SM, sphingomyelin. * An asterisk indicates a significant difference between the two groups (*p* < 0.05).

**Table 1:** Body weights, feed intake, energy balance, and milk performance of cows with high and low hepatic *FGF21* expression at days 8–14 postpartum.

	Low *FGF21*	High *FGF21*	*p*-Value
Body weight, kg	615 ± 27	648 ± 63	0.187
Dry matter intake, kg/d	14.2 ± 4.5	14.9 ± 1.7	0.779
Net energy intake, MJ/d	99.7 ± 31.3	104.4 ± 13.5	0.790
Energy balance, MJ NEL/d	−62.1 ± 18.1	−75.6 ± 31.4	0.484
Milk yield, kg/d	37.5 ± 3.6	36.3 ± 5.3	0.613
ECM, kg/d	40.2 ± 5.7	42.7 ± 8.6	0.549

ECM = energy-corrected milk, adjusted to 40 g fat/kg and 34 g protein/kg; data represent means ± SD, *n*  =  8 for each group.

**Table 2:** Plasma and liver concentrations of metabolic parameters in cows with high and low hepatic *FGF21* expression in week 1 postpartum.

	Low *FGF21*	High *FGF21*	*p*-Value
Plasma			
NEFA, µmol/L	577 ± 245	507 ± 305	0.623
BHBA, mmol/L	1.06 ± 0.486	1.08 ± 0.53	1.000
TAG, µmol/L	111 ± 21.9	98.6 ± 16.3	0.238
Cholesterol, µmol/L	2.58 ± 1.05	2.17 ± 0.48	0.462
Liver			
TAG, µmol/g	27.4 ± 18.3	35.7 ± 17.2	0.363
Cholesterol, µmol/g	3.25 ± 0.70	2.98 ± 0.49	0.406

NEFA = Non-esterified fatty acids; BHBA = β-hydroxybutyrate; TAG = triacylglycerol; data represent means ± SD, *n* = 8 for each group.

**Table 3:** Expression [fold change (FC)] of hepatic genes involved in β-oxidation and mitochondrial fatty acid uptake, gluconeogenesis, ketogenesis, and the tricarboxylic acid cycle in cows with high vs. low hepatic *FGF21* expression at week 1 postpartum.

Gene Symbol	Gene Description	FC	*p*-Value
*β-oxidation and mitochondrial fatty acid uptake*			
*ACAA1*	Acetyl-CoA acyltransferase 1	0.95	0.447
*ACAA2*	Acetyl-CoA acyltransferase 2	−1.13	0.006
*ACADL*	Acyl-CoA dehydrogenase long chain	0.97	0.640
*ACADM*	Acyl-CoA dehydrogenase medium chain	0.97	0.438
*ACADS*	Acyl-CoA dehydrogenase short chain	0.94	0.341
*ACADSB*	Acyl-CoA dehydrogenase short/branched chain	1.02	0.776
*ACAA1*	Acetyl-CoA acyltransferase 1	0.95	0.447
*ACADVL*	Acyl-CoA dehydrogenase very long chain	0.99	0.910
*ACOX1*	Acyl-CoA oxidase 1	0.97	0.623
*CPT1A*	Carnitine palmitoyltransferase 1A	0.88	0.103
*CPT1B*	Carnitine palmitoyltransferase 1B	1.09	0.629
*ECH1*	Enoyl-CoA hydratase 1	1.07	0.310
*ECHS1*	Enoyl-CoA hydratase, short chain 1	0.95	0.233
*EHHADH*	Enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase	−1.10	0.029
*HADH*	Hydroxyacyl-CoA dehydrogenase	−1.19	0.007
*HADHA*	Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha	0.97	0.751
*HADHB*	Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta	0.97	0.712
*HSD17B4*	Hydroxysteroid 17-beta dehydrogenase 4	−1.11	0.007
*SLC25A20*	Solute carrier family 25 member 20 (Previous name: carnitine/acylcarnitine translocase)	1.06	0.518
*Gluconeogenesis*			
*ALDOA*	Aldolase, fructose-bisphosphate A	0.94	0.172
*ALDOB*	Aldolase, fructose-bisphosphate B	−1.11	0.024
*ALDOC*	Aldolase, fructose-bisphosphate C	0.88	0.163
*BPGM*	Bisphosphoglycerate mutase	0.97	0.370
*ENO1*	Enolase 1	0.94	0.326
*ENO2*	Enolase 2	−1.22	0.022
*ENO3*	Enolase 3	1.04	0.657
*ENO4*	Enolase 4	1.16	0.018
*FBP1*	Fructose-bisphosphatase 1	−1.32	0.001
*FBP2*	Fructose-bisphosphatase 2	1.30	0.402
*GAPDH*	Glyceraldehyde-3-phosphate dehydrogenase	0.98	0.678
*PCK1*	Phosphoenolpyruvate carboxykinase 1	1.00	0.986
*PCK2*	Phosphoenolpyruvate carboxykinase 2	1.01	0.944
*PGAM1*	Phosphoglycerate mutase 1	0.90	0.168
*PGAM2*	Phosphoglycerate mutase 1	0.95	0.461
*PGK1*	Phosphoglycerate kinase 1	1.01	0.948
*PGK2*	Phosphoglycerate kinase 2	1.07	0.189
*TPI1*	Triosephosphate isomerase 1	0.93	0.258
*Ketogenesis*			
*ACAT1*	Acetyl-CoA acetyltransferase 1	0.90	0.058
*ACAT2*	Acetyl-CoA acetyltransferase 2	1.00	0.983
*BDH1*	3-Hydroxybutyrate dehydrogenase 1	0.91	0.369
*BDH2*	3-Hydroxybutyrate dehydrogenase 2	1.13	0.362
*HMGCL*	3-Hydroxy-3-methylglutaryl-CoA lyase	0.98	0.632
*HMGCLL1*	3-Hydroxymethyl-3-methylglutaryl-CoA lyase like 1	0.99	0.902
*HMGCS1*	3-Hydroxy-3-methylglutaryl-CoA synthase 1	1.21	0.248
*HMGCS2*	3-Hydroxy-3-methylglutaryl-CoA synthase 2	0.93	0.447
*Tricarboxylic acid cycle*			
*ACO1*	Aconitase 1	1.02	0.558
*ACO2*	Aconitase 2	0.94	0.266
*CS*	Citrate synthase	1.34	0.004
*DLD*	Dihydrolipoamide dehydrogenase	0.95	0.282
*DLST*	Dihydrolipoamide S-succinyltransferase	0.92	0.185
*FH*	Fumarate hydratase	0.97	0.695
*IDH1*	Isocitrate dehydrogenase (NADP(+)) 1	0.99	0.835
*IDH2*	Isocitrate dehydrogenase (NADP(+)) 2	1.17	0.111
*IDH3A*	isocitrate dehydrogenase (NAD(+)) 3 catalytic subunit alpha	1.05	0.314
*IDH3B*	Isocitrate dehydrogenase (NAD(+)) 3 non-catalytic subunit beta	−1.11	0.027
*IDH3G*	Isocitrate dehydrogenase (NAD(+)) 3 non-catalytic subunit gamma	0.95	0.134
*MDH1*	Malate dehydrogenase 1	0.94	0.465
*MDH2*	Malate dehydrogenase 2	−1.09	0.017
*OGDH*	Oxoglutarate dehydrogenase	0.82	0.090
*OGDHL*	Oxoglutarate dehydrogenase L	−1.12	0.038
*SDHA*	Succinate dehydrogenase complex flavoprotein subunit A	0.93	0.251
*SDHB*	Succinate dehydrogenase complex iron sulfur subunit B	−1.10	0.036
*SDHC*	Succinate dehydrogenase complex subunit C	0.88	0.172
*SDHD*	Succinate dehydrogenase complex subunit D	0.90	0.076
*SUCLG1*	Succinate-CoA ligase GDP/ADP-forming subunit alpha	0.89	0.109
*SUCLG2*	Succinate-CoA ligase GDP-forming subunit beta	−1.12	0.005

*n* = 8 for each group.

**Table 4:** Expression [fold change (FC)] of hepatic genes involved in inflammation, endoplasmic reticulum (ER) stress/unfolded protein response (UPR), and nuclear factor erythroid 2-related factor 2 (Nrf2)-dependent cytoprotection in cows with high vs. low hepatic *FGF21* expression at week 1 postpartum.

Gene Symbol	Gene Description	FC	*p*-Value
*Inflammation*			
*CCL2*	C-C motif chemokine ligand 2	0.87	0.206
*CP*	Ceruloplasmin	0.93	0.180
*CRP*	C-reactive protein	1.04	0.516
*CXCL8*	C-X-C motif chemokine ligand 8	0.99	0.950
*FYN*	FYN proto-oncogene, Src family tyrosine kinase	1.24	0.002
*HP*	Haptoglobin	3.29	0.110
*IFNG*	Interferon gamma	1.09	0.326
*IL1B*	Interleukin 1 beta	1.27	0.055
*IL6*	Interleukin 6	1.12	0.486
*LITAF*	Lipopolysaccharide induced TNF factor	1.23	0.024
*PTGS2*	Prostaglandin-endoperoxide synthase 2	1.09	0.425
*SAA2*	Serum amyloid A2	1.33	0.069
*SAA3*	Serum amyloid A3, pseudogene	1.78	0.215
*SAA4*	Serum amyloid A4, constitutive	1.64	0.048
*TNF*	Tumor necrosis factor	1.01	0.927
*ER stress/UPR*			
*ATF4*	Activating transcription factor 4	1.31	0.001
*ATF6*	Activating transcription factor 6	1.01	0.861
*BAK1*	BCL2 antagonist/killer 1	0.93	0.139
*BAX*	BCL2 associated X, apoptosis regulator	1.07	0.178
*CASP3*	Caspase 3	0.98	0.741
*CASP8*	Caspase 8	1.00	0.965
*CASP9*	Caspase 9	1.01	0.865
*CHAC1*	ChaC glutathione specific gamma-glutamylcyclotransferase 1	1.23	0.025
*DDIT3*	DNA damage inducible transcript 3	1.19	0.013
*DNAJC3*	DNAJ heat shock protein family (Hsp40) member C3	1.05	0.581
*EDEM1*	ER degradation enhancing alpha-mannosidase like protein 1	1.02	0.675
*HERPUD1*	Homocysteine inducible ER protein with ubiquitin like domain 1	1.32	0.044
*HSP90B1*	Heat shock protein 90 beta family member 1	1.14	0.372
*HSPA5*	Heat shock protein family A (Hsp70) member 5	1.53	0.050
*PDIA4*	Protein disulfide isomerase family A member 4	1.18	0.294
*PPP1R15A*	Protein phosphatase 1 regulatory subunit 15A	0.95	0.459
*TRIB3*	Tribbles pseudokinase 3	1.24	0.034
*XBP1*	X-box binding protein 1	1.21	0.112
Nrf2-dependent cytoprotection			
*CAT*	Catalase	−1.07	0.019
*GCLC*	Glutamate-cysteine ligase catalytic subunit	0.95	0.677
*GCLM*	Glutamate-cysteine ligase modifier subunit	0.92	0.281
*GPX1*	Glutathione peroxidase 1	0.98	0.858
*GPX3*	Glutathione peroxidase 3	2.90	0.046
*GSTA2*	Glutathione S-transferase alpha 2	−1.36	0.040
*HMOX1*	Heme oxygenase 1	1.09	0.325
*MT1A*	Metallothionein 1A	2.64	0.016
*MT2A*	Metallothionein 2A	1.89	0.045
*MT1E*	Metallothionein 1E	3.58	0.022
*MT3*	Metallothionein 3	0.98	0.608
*MT4*	Metallothionein 4	−1.11	0.031
*NFE2L2*	Nuclear factor, erythroid 2 like 2	1.04	0.420
*NQO1*	NAD(P)H quinone dehydrogenase 1	0.92	0.354
*SOD1*	Superoxide dismutase 1	0.98	0.634
*SRXN1*	Sulfiredoxin 1	1.08	0.295
*TXN*	Thioredoxin	0.92	0.221
*TXNRD1*	Thioredoxin reductase 1	1.01	0.866
*UGT1A1*	UDP glucuronosyltransferase family 1 member A1	0.91	0.061
*UGT1A6*	UDP glucuronosyltransferase family 1 member A6	1.24	0.452

*n* = 8 for each group.

**Table 5:** Plasma concentrations of parameters indicative of antioxidant status in cows with high and low hepatic *FGF21* expression at week 1 postpartum.

	Low *FGF21*	High *FGF21*	*p*-Value
Plasma			
α-tocopherol, µmol/L	6.12 ± 1.42	5.69 ± 1.96	0.619
γ-tocopherol, µmol/L	0.126 ± 0.057	0.102 ± 0.041	0.357
β-carotene, µmol/L	12.8 ± 3.83	12.8 ± 4.22	0.992
GSH, µmol/L	3.51 ± 4.23	4.23 ± 0.72	0.075
TEAC, mmol/L	3.54 ± 0.53	3.72 ± 0.41	0.458
TBARS, µmol/L	0.814 ± 0.159	0.781 ± 0.144	0.670
Protein carbonyls, µmol/L	0.326 ± 0.070	0.265 ± 0.053	0.093

GSH = glutathione; TEAC = trolox equivalent antioxidant capacity; TBARS = thiobarbituric acid-reactive substances; data are means ± SD, *n*  =  8 for each group.

**Table 6:** Concentrations of positive and negative acute phase proteins and oxylipids in plasma of cows with high and low hepatic *FGF21* expression at week 1 postpartum.

	Low *FGF21*	High *FGF21*	*p*-Value
Positive acute phase proteins			
HP, µg/mL	1489 ± 1723	367 ± 411	0.338
SAA, ng/mL	294 ± 63	372 ± 68	0.038
Negative acute phase proteins			
Albumin, g/dL	2.96 ± 0.37	2.90 ± 0.36	0.836
RBP4, ng/mL	1465 ± 439	1519 ± 463	0.820
Oxylipids, nmol/L			
9-HODE	22.5 ± 7.15	23.5 ± 3.42	0.727
13-HODE	21.4 ± 5.18	20.1 ± 3.04	0.568
12-HETE	6.56 ± 2.62	6.05 ± 1.59	0.875
15-HETE	1.53 ± 0.55	1.49 ± 0.34	0.864
LTB4	1.74 ± 0.67	2.02 ± 0.97	0.504
PGF2α	0.313 ± 0.201	0.350 ± 0.392	0.869

HETE = hydroxyeicosatetraenoic acid; HODE = hydroxy-octadecadienoic acid; HP = haptoglobin =; LTB4 = leukotriene B4; PGF2α = prostaglandin F2α; RBP4 = retinol-binding protein 4; SAA = serum amyloid A; data represent means ± SD, *n* = 8 for each group.

## Data Availability

The microarray data have been deposited in MIAME compliant format in the NCBI’s Gene Expression Omnibus public repository; GEO accession no. will be provided during review.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani13010131/s1, Table S1: Characteristics of gene-specific primers; Table S2: Fold change (FC) and *p*-values of all differentially expressed transcripts, Table S3: Validation of gene chip data for selected differentially expressed transcripts by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

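Liver biopsies taken at week 1 postpartum from 16 cows were measured, 8 cows in the *FGF21* high group and 8 in the *FGF21* low group, with 1 array per cow and no pooling. The cows were chosen by the authors from a larger herd for their hepatic *FGF21* expression. Groups and replicate numbers were taken from the sample labels.

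The authors' service provider used Affymetrix whole-transcript arrays and Affymetrix Expression Console 1.4. The deposited sheet holds log2 signals per transcript cluster after RMA with a signal space transformation, that is, after background correction, quantile normalization between arrays and summary of the probes. The same signals were also deposited as a value table rounded to 2 decimals, and the largest difference between the deposited sheet and that table was 0.005. The sheet also holds the authors' group means, fold changes and p-values. These p-values were recomputed as Student's t-test with equal variances, and the largest difference was 3.1e-12. The sheet holds 20421 transcript clusters with 20011 symbols. The raw probe images were not used, so background correction, normalization and summary are those of the authors. The genome build of the coordinates is not given in the sources used here. Arrays have no read depth, and their number limits the precision.

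Nothing was filtered, because the methods name no filter. The 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, group as the only term), and p-values were adjusted over all 20421 clusters by the Benjamini-Hochberg method with a threshold of 0.05. The paper's criteria were a fold change above 1.2 and a p under 0.05, applied here to limma's p without adjustment. Fold changes are 2 to the power of the difference of log2 means. Where a gene is given as higher or lower in a number of cows, these are cows of the *FGF21* high group above or below the mean of the *FGF21* low group. Single genes were also compared by exact permutation tests over all assignments of the cows, two-sided, and relations within a group by exact permutation of all 40320 pairings. These and the remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The gene lists, 39 in all, were tested with fry in limma on the same model and adjusted over the 39 lists. They were the lists of Tables 3 and 4, ER chaperones, *ATF4* targets, metallothioneins and zinc transport, other Nrf2 targets, positive and negative acute phase proteins, NF-κB targets, interferon-stimulated genes, the urea cycle, amino acid catabolism, PPARα targets, glucocorticoid-responsive genes, synthesis of fatty acids and of cholesterol, xenobiotic metabolism, the GH-IGF axis, heat shock, cell cycle, proteasome and respiratory chain subunits, olfactory receptors, microRNA, and markers of 9 kinds of cells and of tissue on the biopsy path. Each member's p was adjusted over all clusters and over its list alone. For annotated biological process terms, symbols that met both criteria were compared by one-sided Fisher's exact test with the 10206 symbols that carry at least 1 term. *FGF21* was left out, and the test covered 1526 terms of 5 to 500 symbols. This term test stands in for DAVID, whose term tables were not used here. Whether a sample lay far from its group was judged by Dixon's ratio with a critical value of 0.526 for 8 values.

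The named genes are, by a rule set in advance, *FGF21* and the paper's top 10 in each direction, the genes the paper names as regulated or discusses, the 5 further transcripts in each direction with the smallest limma p among those above a 1.2-fold change, and up to 4 members of each list with the smallest p. The paper's values for many of them had been seen before the rule was set. The genes named for annotated terms lie outside the rule and were chosen after their values were seen. Some genes that the rule or a list holds are not reported here by name, though they stay in the counts and tests of their lists.

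Symbols of the array annotation were matched to list genes directly or by an older symbol. For 14673 clusters the accession was in the reference table, and 995 of these carry another symbol there. *CP* was read from the cluster with the symbol LOC514194, whose accession the reference names *CP*, and alternatively from LOC526230, whose value matches Table 4. CEBPB, GSR, IFI44L, PRODH, BCKDHB, GSTA1, GSTM4, CYP1A2, HSP90AB1, MRC1, AHSP and CDH5 had no matching cluster and were left out of their lists. *PPAP2B* is the older symbol of PLPP3.

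The alternatives set before the data were examined were the methods' t-test, Welch's test, eBayes with trend and robust fitting, array weights, the rounded value table, quantile normalization applied again, subtraction of each array's median, a filter that kept clusters with a mean log2 signal above the median of 6.28, the replicate number as a block, the running number in the labels as a covariate, leaving out each cow in turn, no fold change threshold, ratios of arithmetic means, camera with a preset correlation of 0.01 or an estimated one, every cluster of each list gene, and other backgrounds for the terms. Leaving out the 4 arrays with a relative log expression range above 0.26, that range as a covariate, the other *CP* cluster, and *FGF21* left out before adjustment were added after the data were seen. To see how often other groupings give results as large, 100 splits of the 16 cows into 8 and 8 were drawn with a fixed seed, the real one included.

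The procedure was tested on simulated data with 20421 genes, 200 of them changed. Noise was drawn independently for each gene, so variation that genes share was not simulated. After adjustment it found 1 percent of genes changed 1.2-fold, 88 percent of those changed 1.5-fold and 99.5 percent of those changed 2-fold, and with the paper's criteria 52.5, 99.5 and 100 percent. With no gene changed, 0 genes passed the adjusted threshold by limma and 5.26 percent had a p under 0.05. Plasma, PCR, metabolite and performance data of the paper were not analysed here.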

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

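The tests of the hepatocyte share, of the acute phase genes beside the metallothioneins, of the Nrf2 targets as a class and of the splits without *FGF21* were chosen only after the results they bear on had been seen, as were the fits with array spread as a covariate and without the 4 widest arrays.

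In 8 of 150 groups of 8 cows 1 cow lay far from the others, where chance gives about 1 in 20, or 5 percent. *STK39* was 6.714 in high replicate 2 against 7.42 to 7.94 in the other cows of its group. *GSTM1* was 10.33 in high replicate 5 against 11.27 to 12.11, and its weaker cluster 10.52 in low replicate 4 against 8.95 to 9.52. *GLS2* was 10.21 in low replicate 3 against 9.35 to 9.73. *CHAC1* was 5.431 in high replicate 5 against 4.79 to 5.08, and *WFS1* was 5.841 in low replicate 7 against 6.18 to 6.39. *HP* was 7.617 in high replicate 2 against 10.39 to 12.75. On the second principal component low replicate 2 lay at -29.17 against -9.93 to 5.44. *CITED4* (log2 fold change 0.4439) and *INHBE* (0.7785) passed the adjusted threshold and are not discussed by the paper. Markers of endothelial cells, which the paper did not examine, had a median log2 fold change of 0.1189.

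Of 100 splits of the cows, the real one included, 1 gave as many transcripts past the adjusted threshold as the real 4. *FGF21*, which chose the cows, was left out before adjustment, and the highest other count was 2. No other drawn split thus reached that number. It was chosen after the data were seen, and the methods' t-test passed 0 transcripts, so chance is not excluded. The 579 transcripts that met both criteria were reached in 5 of 100 splits, with a highest other count of 771, so chance cannot be excluded for that number. For the 6 lists past the adjusted threshold 2 of 100 splits gave as many, with a highest other count of 7, but several lists follow themes that the paper reports from the real groups, which favors these, so the splits decide nothing there. For the 5 annotated terms 13 of 100 splits gave as many, with a highest other count of 15, so chance cannot be excluded.

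The first pattern is the lower signal of amino acid catabolism and the urea cycle in the *FGF21* high group. The 11 hepatocyte markers outside both lists had a median log2 fold change of -0.031, against -0.19 for amino acid catabolism. The bootstrap interval of -0.078 to 0.060 was drawn over these markers and not over cows. Per cow, all 13 hepatocyte markers, *CPS1* and *TAT* included, averaged 11.89 ± 0.06 (SD) in the *FGF21* high group. In the *FGF21* low group they averaged 11.96 ± 0.04. A slightly lower share thus stays open, but the tables argue against a lower share of hepatocytes as the whole cause. They also argue against endothelial cells as the whole cause. With the mean endothelial marker signal as a covariate, amino acid catabolism kept a median of -0.17 (a p of 0.0147) and the urea cycle had a p of 0.0267. With array spread as a covariate, amino acid catabolism kept a median of -0.19 (a p of 0.000627) and the urea cycle had a p of 0.0133. All are from fry, whose p is model-based and not exact. Array spread hardly differed between the groups (exact permutation p = 0.334) and carries no direction. Its fit therefore could not decide about array or RNA quality, which stays open. With array spread the urea cycle lost its call after adjustment over the 39 lists (adjusted p = 0.0862) although its median went only from -0.21 to -0.19, because the p of the single list rose from 0.00588 to 0.0133. A hypothesis is that the difference is biological and goes with the state in which *FGF21* is high, but hormones and the direction of such a link were not tested here.

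The second pattern is the higher signal of metallothioneins and zinc transporters. With array spread as a covariate their median stayed at 0.38 (a p of 0.0121 for the list on its own from fry, model-based and not exact). The call ended after adjustment over the 39 lists (adjusted p = 0.0862) because the single p rose from 0.00589. Since array spread hardly differed between the groups, this fit could not decide about array or RNA quality, which stays open. The tables argue against Nrf2 activity that raised its targets as a class by as much, since the 21 other targets had a median log2 fold change of 0.023 (bootstrap interval -0.010 to 0.062). A weaker or selective effect stays open. The score of these targets went with the metallothionein score at a Pearson r of -0.214 in the *FGF21* high group (exact permutation p = 0.630, rho -0.405, r 0.0440 without the 2 farthest cows) and 0.609 in the *FGF21* low group (exact permutation p = 0.118, rho 0.381, r 0.542 without them). Another candidate explanation is an acute phase response, with r = 0.734 in the *FGF21* high group (exact permutation p = 0.0403, rho 0.738, r 0.852 without the 2 farthest cows) and 0.274 in the *FGF21* low group (exact permutation p = 0.506, rho 0.262, r 0.0924 without them). Over these 4 relations the smallest adjusted p was 0.161, so with 8 cows per group these relations stay open, and zinc supply was not tested.

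The third pattern is the share of olfactory receptors among the lower transcripts, an odds ratio of 3.46. Chance cannot be excluded, since 78 of 100 splits gave an odds ratio as large in either direction, with a median of 4.22 and a highest value of 7.65 among the others. The odds ratio was 3.36 among transcripts at or below the median signal (p = 6.21e-10, Fisher's exact test), 3.16 with array spread as a covariate (p = 2.59e-11, Fisher's exact test) and 2.69 without the 4 widest arrays. As splits give values as large, these decide nothing about dim signal or array spread, which stay open. These transcripts may vary together between cows whatever the groups, and no biological explanation was tested.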

How the results depend on the processing

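The fits without the 4 widest arrays, with array spread as a covariate, with the *CP* cluster of Table 4 and with *FGF21* left out before adjustment were chosen after the data were seen. Of the values for single genes, 4689 kept their direction and their side of the threshold, 68 became weaker, 11 stronger and 25 turned. Of the values for counts, lists and the *FGF21* fold change, 1036 kept them, 15 moved, 95 became weaker, 12 stronger and 57 turned. The *FGF21* fold change ran from 3.56 to 4.82 over all settings. Amino acid catabolism passed in every setting with a p adjusted over the 39 lists (adjusted p = 1.31e-10 to 0.0451). Turned lists had no call before or after. Where a result changed, the cause was not tested. Signal near background limits dim transcripts such as olfactory receptors. It may also limit genes of the lists with signals below the median of 6.28, such as *CHAC1*, *MT4*, *ENO2*, *OGDHL* and *IL1B*. *FGF21* has no value under the filter on dim probes, since its mean lies below the median, nor have the markers of B and plasma cells, cholangiocytes, erythroid cells and skin, muscle and fat, which keep too few members there. For the replicate block, correlations between high and low replicates with the same number ran from -0.21 to 0.13, and 0 of 8 matched best with their own number.

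The methods' t-test and Welch's test gave 0 transcripts past the adjusted threshold each (1464 and 1396 at p under 0.05 without adjustment). The filter on dim probes left 319 transcripts meeting both criteria, and no fold change threshold gave 1515. With the replicate block 2 transcripts passed, 1 without the 4 widest arrays, and 4 with *FGF21* left out before adjustment. For the lower terms, 0 passed with the background above the median and 3 without the fold change threshold.

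Quantile normalization again: ER stress passed (adjusted p = 0.0487), the urea cycle (0.0718) and xenobiotic metabolism (0.0583) did not, and fatty acid synthesis, ketogenesis and microRNA turned (0.9995 each). Median subtracted: endothelial markers (0.0615), metallothioneins (0.0516), the urea cycle (0.1004) and xenobiotic metabolism (0.0870) did not pass, and fatty acid synthesis turned (0.953). Filter on dim probes: interferon-stimulated genes (0.945) and T and NK cell markers (0.908) turned. Replicate block: inflammation (0.1022), metallothioneins (0.147) and the urea cycle (0.147) did not pass, and fatty acid synthesis turned (0.973). Running number: inflammation (0.1307), endothelial markers (0.1311), metallothioneins (0.1183), the urea cycle (0.1343) and xenobiotic metabolism (0.1311) did not pass, and fatty acid synthesis (0.867), interferon-stimulated genes (0.775) and proteasome subunits (0.786) turned.

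Without the 4 widest arrays, inflammation (0.1191), endothelial markers (0.146), metallothioneins (0.146), the urea cycle (0.0869) and xenobiotic metabolism (0.1409) did not pass, and fatty acid synthesis (0.8455), heat shock (0.926), B and plasma cell markers (0.887), skin, muscle and fat markers (0.918) and microRNA (0.8455) turned. With array spread as a covariate, inflammation, endothelial markers and xenobiotic metabolism (0.0856 each), metallothioneins and the urea cycle (0.0862 each) did not pass, and fatty acid synthesis and interferon-stimulated genes (0.7999 each) and proteasome subunits (0.934) turned. With the *CP* cluster of Table 4 inflammation did not pass (0.0601).

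Camera with a preset correlation also passed *ATF4* targets (0.00158), ER chaperones (1.149e-08), ER stress (3.99e-05), the GH-IGF axis (0.0493), PPARα targets (0.0128), glucocorticoid-responsive genes (0.000745), macrophage markers (0.000686), oxidative phosphorylation (0.000911), positive acute phase proteins (1.734e-09) and the tricarboxylic acid cycle (0.0212), none of which passed with an estimated correlation, and turned fatty acid synthesis (0.657) and microRNA (0.884). With an estimated correlation endothelial markers (0.0665), metallothioneins (0.0837), the urea cycle and xenobiotic metabolism (0.0975 each) did not pass, and fatty acid synthesis (0.895) and microRNA (0.943) turned. With every cluster of each gene, endothelial markers, metallothioneins and the urea cycle (0.0514 each) and xenobiotic metabolism (0.0520) did not pass, and fatty acid synthesis turned (0.998).

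Single genes that turned were *TNF* with array spread (-0.017) and with arithmetic means (-0.010), *OAS2* with the running number (-0.065), array spread (-0.0041) and arithmetic means (-0.030), and without the 4 widest arrays *BDH1* (0.055), *ISG15* (0.016), *HERC6* (0.13), *HSPA8* (-0.087), *CD22* (0.010), *IGJ* (-0.020) and *CAMP* (0.012), none of them called.

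Leaving out 1 cow each, the number of transcripts past the adjusted threshold ran from 2 to 7. The adjusted p of lists ran from 0.0117 to 0.0783 for inflammation, 0.0144 to 0.0869 for endothelial markers, 0.0209 to 0.0933 for metallothioneins, 0.0209 to 0.0848 for the urea cycle and for xenobiotic metabolism, and 0.0209 to 0.207 for ER stress. It ran from 0.403 to 0.997 for cell cycle, 0.733 to 0.997 for fatty acid synthesis, 0.0818 to 0.997 for interferon-stimulated genes, 0.560 to 0.983 for B and plasma cell markers, 0.649 to 0.993 for cholangiocyte markers and 0.473 to 0.999 for proteasome subunits, which turned in some of these fits. Log2 fold changes ran from -0.0535 to 0.0687 for *TNF*, -0.469 to 0.0298 for *ISG15*, -0.435 to 0.124 for *HERC6*, -0.0326 to 0.160 for *IGJ* and -0.0150 to 0.128 for *SOX9*.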

Differences from the paper's values

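Among the settings named here, the fits without the 4 widest arrays, with array spread as a covariate and with the *CP* cluster of Table 4 were chosen after the values were seen.

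For ketogenesis the paper counts 1 gene at p under 0.05 and limma gave 0 here. Of the settings set before the data were examined, array weights and the fit without low replicate 2 gave 1, which was *ACAT1* and not *HMGCS1*, the gene the paper names. The methods' t-test, Welch's test and the remaining planned settings gave 0. Without the 4 widest arrays *ACAT1* passed as well, and with array spread as a covariate *HMGCS1* did, both chosen after the values were seen. The paper's text differs here from its own Table 3, where *HMGCS1* has no p under 0.05. It had p = 0.248 by the methods' t-test on the deposited values, p = 0.252 by Welch's test, p = 0.181 by limma and p = 0.246 by an exact permutation test.

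For inflammation the paper counts 3 higher genes and limma gave 6 here, *CP*, *IL1B* and *SAA2* besides *FYN*, *LITAF* and *SAA4*. The methods' t-test, Welch's test, the filter on dim probes and the fit without high replicate 3, set before the data were examined, gave 4, which lies within 1.5 times the paper's count, and the remaining planned settings gave 5 to 8. By the methods' t-test the fourth gene was *CP*. Without the 4 widest arrays, chosen after the values were seen, 2 passed, *CP* and *FYN*, which drops *LITAF* and *SAA4* of the paper's genes.

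The paper counts 410 transcripts in all that met its criteria, 190 higher and 220 lower. At the same thresholds the methods' t-test on the deposited values gave 444, with 203 higher and 241 lower, and limma gave 579. The authors' own deposited p-values and fold changes also give 444. The paper counts 6 transcripts higher by more than 2.0-fold, and 5 were here, since *MIR708* was 1.996-fold higher.

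*EHHADH* (limma p = 0.0560) and *MDH2* (limma p = 0.0582), which the paper counts as regulated, had p = 0.0287 and p = 0.0165 by the methods' t-test and p = 0.0308 and p = 0.0180 by exact permutation tests. *SDHB*, which it does not count, had p = 0.0364 by the methods' t-test, p = 0.0568 by limma and p = 0.0379 by an exact permutation test. *CAT*, which it counts as lower, had p = 0.118 by limma, p = 0.0194 by the methods' t-test and p = 0.0222 by an exact permutation test. Table 3 of the paper also gives *SDHB* a p under 0.05, so its text and its table differ. *SAA2*, which the Discussion names as higher but which has no p under 0.05 in the paper's Table 4, had p = 0.0694 by the methods' t-test, p = 0.0359 by limma and p = 0.0704 by an exact permutation test. Table 4 gives *CP* as not regulated, which matches the dim cluster LOC526230 (log2 fold change -0.11, signals of 3.83 and 3.94). The cluster LOC514194, whose accession the reference names *CP*, was 1.17-fold higher, with p = 0.00579 by the methods' t-test and p = 0.00653 by an exact permutation test. The direction also differs from the paper's tables for *CCL2* (ratio 1.032 here and 0.87 in the paper), *IL6* (0.9785 here and 1.12 in the paper), *TXN* (1.058 here and 0.92 in the paper) and *ALDOA* (1.023 here and 0.94 in the paper), named after their values were seen, none with a limma p under 0.05. *IL6* and *ALDOA* each have a weaker cluster whose ratio, 1.117 and 0.940, matches the paper's. The paper's text gives the tricarboxylic acid cycle list as 12 genes, and the list it prints there holds 21. *ACAA1* stands in 2 places in Table 3. The paper names ER stress among the most enriched terms of the higher transcripts, and no such term was among those at a p under 0.05 with the array annotation. *FGF21* was left out of this term test, and whether the paper's ER terms were among those tested is not given here. The terms of the paper were therefore not tested again. With the array annotation 0 terms passed for the higher transcripts after adjustment by Fisher's exact test, with 34 at a p under 0.05.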

Other observations

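Of the values in this part, only the fit of the endothelial markers without the 4 widest arrays was chosen after the data were seen.

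Several genes outside the paper's lists did not pass the adjusted threshold, although nearly every cow of the *FGF21* high group lay on the same side of the *FGF21* low group's mean. *PFKFB3*, which makes the activator of glycolysis fructose 2,6-bisphosphate, had a log2 fold change of 0.69 (standard error 0.15, exact permutation p = 0.00155, 7 of 8 cows). *INHBA*, an activin subunit like *INHBE*, had one of 0.65 (standard error 0.14, exact permutation p = 0.000777, 8 of 8 cows). Lower in 8 of 8 cows were *PPAP2B*, a lipid phosphatase (-0.57), *TDH*, which breaks down threonine (-0.39), *GNAT3*, a G protein of taste cells (-0.42), and *LOC510712* (-0.45). The signals of *GNAT3* (3.50 against 3.92) and *LOC510712* (4.82 against 5.27) were dim, below the median of 6.28 of all transcripts. Signal near background limits what such values show. From *PFKFB3* to *LOC510712*, the adjusted p values from limma ran from 0.0622 to 0.201. Of 11 glucocorticoid-responsive genes 6 were lower and none was higher at a p under 0.05 without adjustment, 0 when adjusted over all genes and 3 lower when adjusted over the list alone, among them *G6PC*, the last enzyme of glucose release (-0.28), *KLF9* (-0.26) and *CEBPD* (-0.25). The list's median was -0.25 and its adjusted p 0.177 by fry. Of 14 genes of the GH-IGF axis and the *FGF21* receptors 2 were lower at a p under 0.05 without adjustment, *SOCS2* (-0.56) and *IGFBP1* (-0.67), with a median of -0.12 and an adjusted p of 0.191.

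Markers of endothelial cells were the only cell type list that passed the adjusted threshold by fry (median 0.12, adjusted p = 0.0383, and adjusted p = 0.0665 with an estimated correlation). Of its 9 measured markers 2, *LYVE1* and *CLEC4G*, were higher at a p under 0.05 without adjustment, 0 after adjustment over all genes or over the list alone, and all 9 had a positive log2 fold change. Their median log2 signal was 8.04, above the median of 6.28 of all transcripts. The list passed in 4 of 16 fits that left out 1 cow each (without high replicates 4 or 7 or low replicates 5 or 8, adjusted p = 0.0144 to 0.0869). It also passed in 6 of 10 other settings chosen in advance (adjusted p = 3.33e-05 to 0.131). The 6 include the same signals rounded, which is no separate check, and camera with a preset correlation, which gave the smallest adjusted p. Without the 4 widest arrays the list had an adjusted p = 0.146. Markers of macrophages and Kupffer cells had a median of 0.13 (adjusted p = 0.325, 1 of 11 higher at a p under 0.05 without adjustment, *CSF1R*), T and NK cells 0.08 (0.543, 1 of 11, *GZMB*) and neutrophils 0.06 (0.364, 1 of 10, *S100A12*, which also passed over the list alone). B and plasma cells had a median of 0.02 and a mean of -0.03 with a test that pointed down (adjusted p = 0.825), erythroid cells -0.06 (0.325), and cholangiocytes -0.02 with a mean of 0.03 and a test that pointed up (0.930), each with 0 genes at a p under 0.05 by limma. Stellate cells and fibroblasts had -0.17 (0.551), with *LRAT* higher (0.28) and *COL1A2* lower (-0.19), and skin, muscle and fat on the biopsy path -0.03 (0.617), with *KRT1* lower (-0.29), which passed over the list alone.

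Interferon-stimulated genes had a median of 0.06 (adjusted p = 0.998), the heat shock response 0.04 (adjusted p = 0.617), and the cell cycle 0.00 with a mean of -0.01 (adjusted p = 0.930), and limma called 0 genes of these 3 lists at a p under 0.05. Of 567 microRNA and small RNA transcripts 13 were higher and 26 lower at a p under 0.05 without adjustment and 0 after adjustment by limma, with a median of -0.02 (adjusted p = 0.690). Among them were *MIR940* (-0.39), *MIR27B* (-0.37) and *MIR2284R* (0.51). Within the groups, *FGF21* went with the positive acute phase score at a Pearson r of 0.622 in the *FGF21* high group (exact permutation p = 0.0922, rho 0.643, r 0.797 without the 2 farthest cows) and 0.214 in the *FGF21* low group (exact permutation p = 0.592, rho 0.452, r -0.711 without them). With amino acid catabolism r was -0.118 (exact permutation p = 0.774, rho 0.262, r 0.194 without the 2 farthest cows) and 0.0952 (exact permutation p = 0.880, rho 0.0476, r 0.217 without them). No adjusted p of these 12 relations was under 0.715.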
